# Symmetric inheritance of parental histones governs epigenome maintenance and embryonic stem cell identity

**DOI:** 10.1038/s41588-023-01476-x

**Published:** 2023-09-04

**Authors:** Alice Wenger, Alva Biran, Nicolas Alcaraz, Alba Redó-Riveiro, Annika Charlotte Sell, Robert Krautz, Valentin Flury, Nazaret Reverón-Gómez, Victor Solis-Mezarino, Moritz Völker-Albert, Axel Imhof, Robin Andersson, Joshua M. Brickman, Anja Groth

**Keywords:** Epigenetics, Stem cells, Epigenomics

## Abstract

Modified parental histones are segregated symmetrically to daughter DNA strands during replication and can be inherited through mitosis. How this may sustain the epigenome and cell identity remains unknown. Here we show that transmission of histone-based information during DNA replication maintains epigenome fidelity and embryonic stem cell plasticity. Asymmetric segregation of parental histones H3–H4 in MCM2-2A mutants compromised mitotic inheritance of histone modifications and globally altered the epigenome. This included widespread spurious deposition of repressive modifications, suggesting elevated epigenetic noise. Moreover, H3K9me3 loss at repeats caused derepression and H3K27me3 redistribution across bivalent promoters correlated with misexpression of developmental genes. MCM2-2A mutation challenged dynamic transitions in cellular states across the cell cycle, enhancing naïve pluripotency and reducing lineage priming in G1. Furthermore, developmental competence was diminished, correlating with impaired exit from pluripotency. Collectively, this argues that epigenetic inheritance of histone modifications maintains a correctly balanced and dynamic chromatin landscape able to support mammalian cell differentiation.

## Abstract (web summary)

Asymmetric segregation of parental histones H3 and H4 in MCM2-mutant embryonic stem cells impacts mitotic inheritance of histone modifications and genome regulation. MCM2-2A mutation perturbs exit from pluripotency and differentiation.

## Main

During development, cellular specification is established gradually in the backdrop of multiple mitotic cell divisions. This process requires the inactivation of early developmental cell states in favor of progressive activation of defined lineage-specific cell types, orchestrated by extracellular signaling, transcription factors and chromatin regulators^1–3^. Notably, cell-fate trajectories and cellular identity can be maintained across generations, in part through epigenetic regulation^3,4^. Histone post-translational modifications (PTMs) are attractive mediators of epigenetic cell memory^5–8^, but the role of histone-based inheritance in governing the identity of mammalian cells remains a longstanding question.

DNA replication disrupts chromatin on the parental DNA strand, and nucleosomes are rapidly reassembled on daughter DNA strands from old parental histones and new largely unmodified histones^8,9^. Parental histones H3–H4 are recycled with their PTMs to the two daughter DNA strands, accurately^10–12^ and largely symmetrically^13–15^, by the DNA replication machinery. MCM2, part of the CDC45-MCM2-7-GINS (CMG) helicase, and DNA polymerase α recycle parental histones H3–H4 to the lagging strand^13,14,16^, and DNA polymerase epsilon subunits POLE3/POLE4 promote recycling to the leading strand^15,16^. Following deposition, new naïve histones are modified with PTM- and locus-specific kinetics to restore pre-replication PTM levels^10,17^ in a manner thought to be stimulated by modifications on recycled parental histones^7–9,18^. Whereas H3K4me3, associated with active transcription, is rapidly restored to pre-replication levels, restoration of the repressive modifications H3K27me3 and H3K9me3 is slow and continues after mitosis in daughter cells^10,17,19^. Positive feedback can contribute to the propagation of H3K27me3 and H3K9me3 through read–write mechanisms^6,7,19–25^, where modified parental histones stimulate similar modification of neighboring new histones, for example, by allosteric activation of PRC2 and SUV39h1/SUV39h2 (refs. ^22,24,26^). In addition, crosstalk between modifications^18^ both on H3–H4 and H2A–H2B^27^ might also contribute with both negative and positive feedback to post-replication chromatin restoration. Recycling of parental histones to both daughter strands is thus predicted to underlie the propagation of histone PTMs to daughter cells, which in turn is thought to maintain daughter cell identity^3,5,6,8,9^. Asymmetric recycling of parental histones impairs the silencing of some repetitive regions in yeast^28–30^ and mouse embryonic stem cells (ESCs)^16^. Furthermore, asymmetric recycling of parental histones may underlie the unbalanced transmission of new and old histones to daughter cells during asymmetric divisions of *Drosophila* germline stem cells^31,32^, which is proposed to guide distinct cell-fate trajectories. However, the significance of symmetric histone segregation for epigenome inheritance remains unclear and the epigenetic function of histone PTMs in shaping cell identity is debated. Here we explore the consequences of asymmetric parental histone segregation during DNA replication for histone PTM inheritance and maintenance, genome regulation and pluripotent cell identity. We use mouse ESCs carrying two mutations in the MCM2 histone-binding domain (MCM2-2A), which cause asymmetric parental histone recycling to the leading strand without affecting DNA replication^14^ (Fig. 1a).

**Fig. 1:**
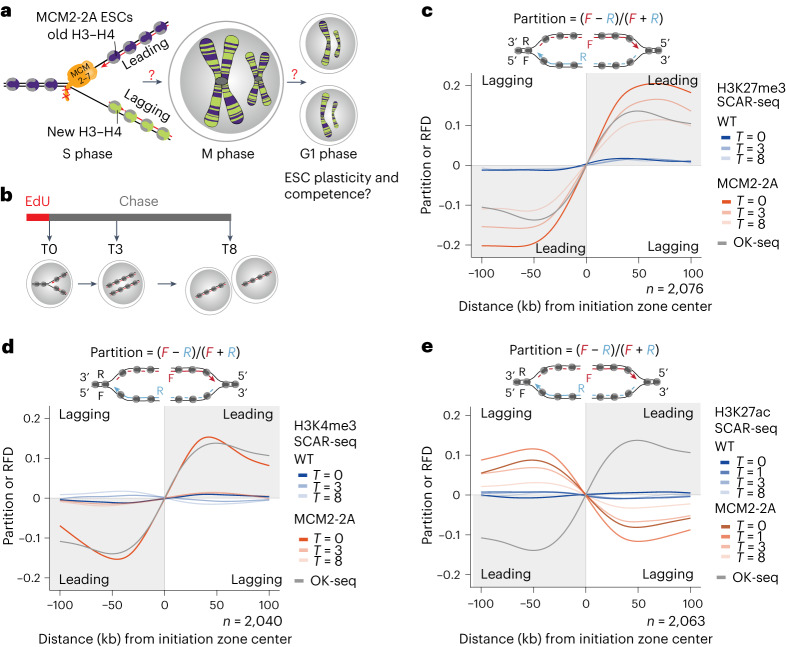
Symmetric segregation of parental histones is required for the balanced inheritance of histone PTMs to daughter cells. **a**, Illustration of asymmetric segregation of parental histones H3–H4 to leading strand in MCM2-2A ESCs^14^ and how this could challenge histone PTM inheritance and daughter cell function. **b**, Design of SCAR-seq pulse-chase experiments. **c**–**e**, Average SCAR-seq profiles of H3K27me3 (**c**), H3K4me3 (**d**) and H3K27ac (**e**) partition in 1-kb windows around replication initiation zones. Partition is calculated as the proportion of forward (*F*) and reverse (*R*) read counts ((*F* − *R*)/(*F* + *R*))^14^. *n* = number of initiation zones. Replication fork directionality in WT cells^14^ measured by Okazaki fragment sequencing (OK-seq)^85^ is shown for comparison. The average of two biological replicates is shown (see Extended Data Figs. 2 and 3 for individual replicates in two MCM2-2A clones).

## Results

### Imbalanced inheritance of histone PTMs in MCM2-2A mutants

In MCM2-2A ESCs, parental histone PTMs are strongly enriched on the leading strand shortly after DNA replication, creating alternating patterns of parental and new histones along each sister chromatid^14^ (Fig. 1a). Parental histones are not lost at replication forks but rerouted from the lagging to the leading strand, as the gradual dilution of old histones and the incorporation dynamics of new histones across the cell cycle are unaltered (Extended Data Fig. 1a,b). In addition, MCM2-2A mutants showed similar growth rates and cell cycle distribution as wild-type (WT) cells (Extended Data Fig. 1c,d)^14^. To address the effect of asymmetric recycling on histone PTM inheritance during mitosis, we followed sister chromatid asymmetry post-replication and into daughter cells by sister chromatids after replication (SCAR)-seq. In SCAR-seq, replicating DNA is labeled with a short 5-ethynyl-2′-deoxyuridine (EdU) pulse before sequential native chromatin immunoprecipitation (ChIP) and EdU pull-down followed by strand-specific sequencing^14^. We performed pulse-chase SCAR-seq of H3K27me3, H3K4me3 and H3K27ac to track asymmetry on nascent chromatin (0 h), in late S phase/G2 phase (3 h) and after mitosis in daughter cells (8 h; Fig. 1b and Extended Data Fig. 1e,f). As expected for modifications on parental histones^14,16^, H3K27me3 showed a strong leading strand bias in nascent chromatin of MCM2-2A cells (Fig. 1c and Extended Data Fig. 2a–d). This asymmetry decreased over time, demonstrating that the establishment of H3K27me3 takes place on the lagging strand despite a strongly reduced contribution of neighboring parental histones. However, substantial H3K27me3 asymmetry was present 8 h post-replication in daughter cells (Fig. 1c and Extended Data Fig. 2a–e), indicating that de novo establishment fails to compensate for the strong asymmetry generated during replication. This is likely explained by reduced allosteric PRC2 activation on the lagging strand along with the generally slow kinetics of H3K27me3 establishment on new histones^17,19^.

H3K4me3 was also segregated asymmetrically to the leading strand in MCM2-2A cells (Fig. 1d and Extended Data Fig. 2f–i), demonstrating that parental histones in active chromatin are also recycled during DNA replication. In contrast to H3K27me3, balanced H3K4me3 occupancy was restored within 3 h and thus before mitosis. This is consistent with the rapid restoration kinetics of H3K4me3 (ref. ^10^) associated with transcription restart^33^ and suggests that an epigenetic contribution from recycled parental histones is not critical to restore H3K4me3 levels.

In contrast to H3K27me3 and H3K4me3, H3K27ac showed a lagging strand bias in MCM2-2A nascent chromatin similar to new histones^14^ (Fig. 1e and Extended Data Fig. 3a–e). This argues that the majority of H3K27ac in nascent chromatin is found on new histones and not on recycled parental histones. New histones are not modified by H3K27ac pre-deposition^34^, but H3K27ac has been proposed to occur on new histones in nascent chromatin^35^. Consistent with this, the lagging strand bias in nascent chromatin was present genome-wide and not restricted to H3K27ac-marked regions like enhancers (Extended Data Fig. 3f). The degree of H3K27ac asymmetry increased during the first-hour post-replication before resolving gradually (Fig. 1e and Extended Data Fig. 3a–f), reflecting a transient post-replication wave of H3K27ac modifications on new lagging strand histones. MCM2-2A cells showed H3K27ac asymmetry even 8 h post-replication, underscoring that the unbalanced distribution of new and old histones translates into defects in chromatin restoration that propagate to daughter cells. Consistent with distinct chromatin states on the two strands, we observed a small but consistent asymmetry in MNase accessibility biased toward the lagging strand throughout the time course (Extended Data Fig. 3g–i). Collectively, this demonstrates that a balanced contribution of parental and new histones on newly synthesized DNA strands is required for proper chromatin restoration and symmetric inheritance of the histone PTM landscape to daughter cells.

### Asymmetric histone segregation reconfigures the epigenome

To reveal global changes in histone modifications in MCM2-2A ESCs, we quantified histone H3–H4 methylation and acetylation levels by mass spectrometry (MS; including H3K4me1/H3K4me2/H3K4me3/H3K4ac, H3K9me1/H3K9me2/H3K9me3/H3K9ac, H3K14/H3K18/H3K23ac, H3K27me1/H3K27me2/H3K27me3/H3K27ac, H3K36me1/H3K36me2/H3K36me3/H3K36ac, H3K79me1/H3K79me2/H3K79me3/H3K79ac and H4ac1/H4ac2/H4ac3/H4ac4 and H4K20me1/H4K20me2/H4K20me3). Overall, changes in histone PTM levels were modest, although there was a general trend toward reduced acetylation and gain of methylation (Extended Data Fig. 4a–f). If H3K9me3 and H3K27me3 propagate only through read-write mechanisms in absence of establishment activity, the modifications would be lost across successive cell divisions in MCM2-2A cells. This was not the case with respect to global levels, rather MCM2-2A cells showed an unexpected gain of H3K27me3 (Fig. 2a). We thus explored changes in histone PTM occupancy and included a rescue cell line (MCM2-R) with the MCM2-2A mutations reverted to WT sequence to separate direct effects of defective histone recycling from clonal differences and new stable epigenetic states that might arise in MCM2-2A cells. Notably, symmetric histone recycling was restored in MCM2-R cells (Fig. 2b), and the global gain of H3K27me3 was rescued (Fig. 2c). To accurately dissect genome-wide changes in histone PTM occupancy, we used a window-based quantitative approach as H3K27me3 showed elevated signal outside peaks in MCM2-2A cells that influenced peak calling (Extended Data Fig. 5a). The H3K27me3 signal was redistributed from high/medium-level regions to low-level regions, and this was rescued in MCM2-R cells (Extended Data Fig. 5b). The increase in low-level H3K27me3 was most pronounced in early replicating regions (Fig. 2d and Extended Data Fig. 5c), including H3K36me2/H3K36me3-marked intergenic and gene body regions (Fig. 2e and Extended Data Fig. 5d) where H3K27me3 gain was mirrored by loss of H3K27ac (Extended Data Fig. 5e). This suggests that H3K27me3 spreading in part reflects lack of negative feedback^18^ from other histone PTMs such as H3K36me2/H3K36me3 (refs. ^36–39^) and H3K4me3 (refs. ^18,38,40^) that are also asymmetrically segregated (Fig. 1d; ref. ^14^) and thus depleted on the blank lagging strand in MCM2-2A cells.

**Fig. 2:**
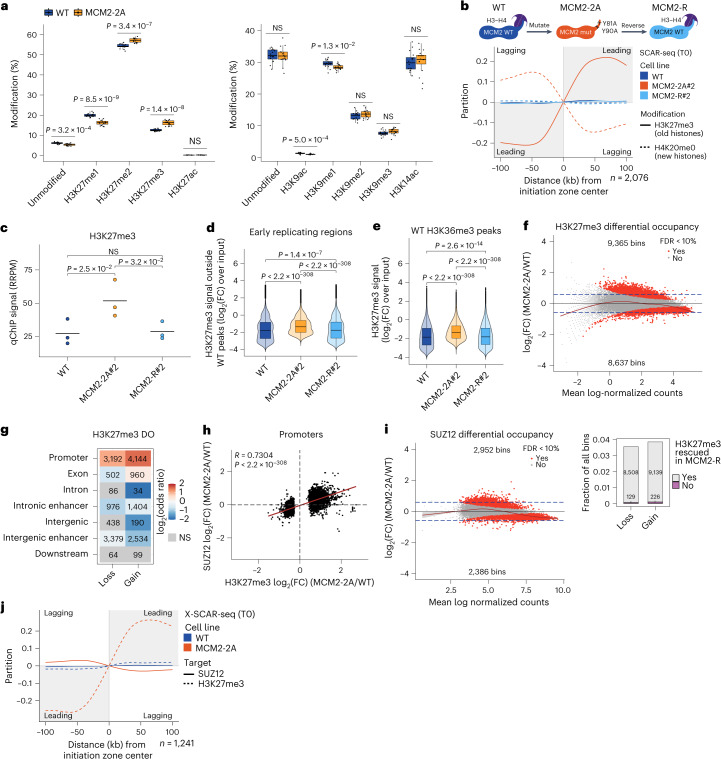
MCM2-2A cells show unscheduled H3K27me3 accumulation. **a**, Global histone PTM levels quantified by mass spectrometry. *n* = biological replicates; WT#1 (*n* = 4), WT#2 (*n* = 4), WT#3 (*n* = 4), WT#4 (*n* = 4), MCM2-2A#1 (*n* = 4), MCM2-2A#3 (*n* = 4), MCM2-2A#4 (*n* = 4) and MCM2-2A#5 (*n* = 4). Two-sided *t* test. Lines indicate median, boxes represent first and third quartiles and whiskers extend 1.5× IQR. **b**, SCAR-seq profiles showing symmetric histone segregation in MCM2-R cells (as in Fig. 1). **c**, Global H3K27me3 levels measured by qChIP–seq. *n* = 3 biological replicates. Two-sided paired *t* test. **d**, H3K27me3 signal in 5-kb bins outside WT peaks in early replicating regions. *n* = 3 biological replicates. Two-sided Wilcoxon signed-rank test. Box plots as in **a**. **e**, H3K27me3 signal overlapping WT H3K36me3 peaks. *n* = 3 biological replicates. Two-sided Wilcoxon signed-rank test. Box plots as in **a**. **f**, H3K27me3 differential occupancy (DO) in MCM2-2A#2 versus WT in 5-kb bins overlapping H3K27me3 WT peaks (top) and bar plot showing rescue in MCM2-R 2 (bottom). Significant DO bins (red), False discovery rate (FDR) < 0.1, Bayes quasi-likelihood *F* test (Supplementary Methods). *n* = 3 biological replicates. **g**, Enrichment analysis (odds ratios) of H3K27me3 DO according to genome annotation. Significant states (*P* < 0.001, two-sided Fisher’s exact test) are colored according to enrichment (red) or depletion (blue), and NS states are shown in gray. *n* = number of bins. **h**, Correlation of H3K27me3 and SUZ12 DO at promoters with DO of H3K27me3 (*n* = 6,660). Two-sided Pearson’s correlation coefficient (*R*) with *P* value. Average of *n* = 3 biological replicates. **i**, SUZ12 DO in MCM2-2A 2 versus WT in 2.5-kb bins overlapping SUZ12 WT and MCM2-2A peaks. *n* = 3 biological replicates. Significant DO bins (red), FDR < 0.1, Bayes quasi-likelihood *F* test. **j**, Average crosslinked SCAR-seq profiles as in Fig. 1. IQR, interquartile range; NS, not significant. Source data

In addition to the increased genome-wide low-level signal, MCM2-2A cells showed changes in H3K27me3 distribution across H3K27me3 domains, mainly at promoters, and this was rescued in MCM2-R cells (Fig. 2f,g). Overall, gains were larger in magnitude than losses (Extended Data Fig. 5f), arguing that the global H3K27me3 increase results from both unscheduled genome-wide increase and gains in H3K27me3 domains. Binding of the PRC2 subunit SUZ12 was also increased (Extended Data Fig. 5g), and H3K27me3 gain at promoters correlated with SUZ12 gain (Fig. 2h). Overall, SUZ12 binding sites were maintained in MCM2-2A cells (Extended Data Fig. 5h), but there was a redistribution from high-occupancy sites to lower-occupancy sites (Fig. 2i). This argues that asymmetric segregation of histones impacts on SUZ12 occupancy, and we thus investigated SUZ12 recruitment post-replication by SCAR-seq. SUZ12 was recruited to newly replicated DNA in a highly symmetrical manner in WT cells but showed a modest lagging strand bias in MCM2-2A cells, despite H3K27me3 segregation to the leading strand (Fig. 2j and Extended Data Fig. 5i). Therefore, PRC2 is not recruited by H3K27me3 post-replication, consistent with its interaction with chromatin being largely independent of H3K27me3 binding (refs. ^41,42^) and mediated in part by DNA^43,44^. Nonetheless, parental histone segregation influenced SUZ12 recruitment post-replication in a manner that favored binding on the blank lagging strand. Collectively, this argues that symmetric histone recycling limits H3K27me3 noise across the genome and focuses PRC2 activity toward high-occupancy sites that are generally cell-type specific.

H3K9me3 occupancy was also altered in MCM2-2A cells with redistribution from high-level regions to medium/low-level regions (Extended Data Fig. 6a). The low-level H3K9me3 signal increased mainly in the late-replicating genome where H3K9me3 is normally enriched (Fig. 3a and Extended Data Fig. 6b), suggesting an increase in sporadic H3K9me3 deposition restricted by compartments. In addition to spreading outside peaks, MCM2-2A cells also showed a redistribution of signal across H3K9me3 occupancy sites found in WT cells, with a strong trend toward gains in late-replicating regions (Extended Data Fig. 6c,d). These changes were in part driven by a major loss from repetitive regions and a concomitant gain in the nonrepetitive genome, illustrated by a redistribution of multimapping reads to unique reads (Fig. 3b) while the total H3K9me3 levels were maintained (Fig. 2a). H3K9me3 loss across repeats was most prominent for the long terminal repeat (LTR) families ERVK and ERV1 (Fig. 3c and Extended Data Fig. 6e), and several of these repeat subfamilies were upregulated (Fig. 3c,d and Extended Data Fig. 6f), consistent with a previous study^16^. 

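For the rescue experiment, rRNA-depleted RNA of mouse ESCs was sequenced from 4 cultures each of 3 lines: WT#1, MCM2-2A#2 (point mutations in the histone-binding domain of the replicative helicase subunit MCM2) and MCM2-R#2 (the same clone with MCM2 reverted to the wild-type sequence). The authors trimmed the reads with Trimmomatic 0.39, aligned them to mm10 with STAR 2.7.1a and deposited raw counts per gene and per repeat subfamily. WT#1 has 24964517, 29234443, 31633321 and 32798164 counts in its 4 cultures, with a second sequencing run of 28975298 counts for culture 3. MCM2-2A#2 has 30684006, 29378705, 23161127 and 34436791 counts, with a second run of 27322305 for culture 4, and MCM2-R#2 has 29143583, 35602583, 28930688 and 31238342. The noncoding RNA gene Gm26917 takes up 16.1% to 20.5% of the counts of a library. The runs of a culture were summed, and genes and repeat subfamilies that passed filterByExpr (17098 and 879) were tested together with edgeR quasi-likelihood tests on TMM factors taken from the genes. A feature is called here when its adjusted p is below 0.01 and its absolute log2 fold change exceeds 0.58, the limits the paper gives for a Wald test. With simulated changes of log2 size 1 in 100 genes, 87 were called, and all 100 at size 2, with 1 false call among 16580 genes. Each line is a single clone, so the 4 cultures measure that clone's spread and not the spread among clones of a genotype. The filter and the fold-change limit are choices that move the counts.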

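Endogenous retroviruses make up most of the repeat subfamilies that rose in MCM2-2A#2. MMERGLN-int, a gammaretrovirus of the ERV1 family, stood at 396 ± 65.3 CPM (library-scaled counts, mean ± SD, n = 4 cultures) against 105 ± 9.00 in WT#1 (log2 fold change 1.92, SE 0.10, edgeR adjusted p = 1.4e-08), and RLTR45-int of the ERVK family at 135 ± 7.29 against 57.0 ± 2.99 (1.24, SE 0.12, adjusted p = 1.2e-05). GSAT_MM, the major satellite of pericentromeric heterochromatin, rose by 1.47 (SE 0.19, adjusted p = 1.2e-04). Of 879 subfamilies tested, 18 were called higher: 12 of 260 ERVK subfamilies, among them MMERVK10C-int (0.87), ETnERV2-int (0.81) and IAPLTR1a_Mm (0.72), 4 of 88 ERV1, 1 of 84 ERVL-MaLR and 1 of 6 satellites. With edgeR 0 subfamilies were called lower (6 were lower at an unadjusted p under 0.05, and DESeq2 called 0). The medians of the families were 0.24 for ERVK, 0.25 for ERV1, 0.21 for 77 ERVL, 0.18 for 120 L1, 0.19 for 35 SINE and 0.17 for 159 DNA transposon subfamilies, so L1, SINE and DNA elements also lay above WT#1 without a member passing the limits. The 26 genes of chromosome M tested had a median of 0.23 in MCM2-2A#2 and 0.004 in MCM2-R#2 over WT#1, and -0.26 in MCM2-R#2 against MCM2-2A#2. For ERVK as a set the camera adjusted p = 8.1e-09, and adjusted p = 0.50 with an estimated correlation, with 14 members called when adjusted over the list alone. ERV1 gave adjusted p = 5.9e-06, and adjusted p = 0.50 with an estimated correlation, with 4 members adjusted over the list alone. MERVL-int, the retrovirus active in 2-cell embryos, had 760 ± 108 CPM against 496 ± 80.1 but missed the limit (0.62, SE 0.15, adjusted p = 0.021), and the 2 members of the MERVL list had a median of 0.57. In the lists fixed beforehand 11 of 12 IAP elements were above 0 with a median of 0.20 (camera adjusted p = 0.038), 6 of 6 young L1 elements with a median of 0.23 (camera adjusted p = 0.030). Of 4 ETn elements 1 was above 0, with a median of -0.21 (camera adjusted p = 0.80). Without culture 3 of WT#1 11 subfamilies are called higher.

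**Figure D1:**
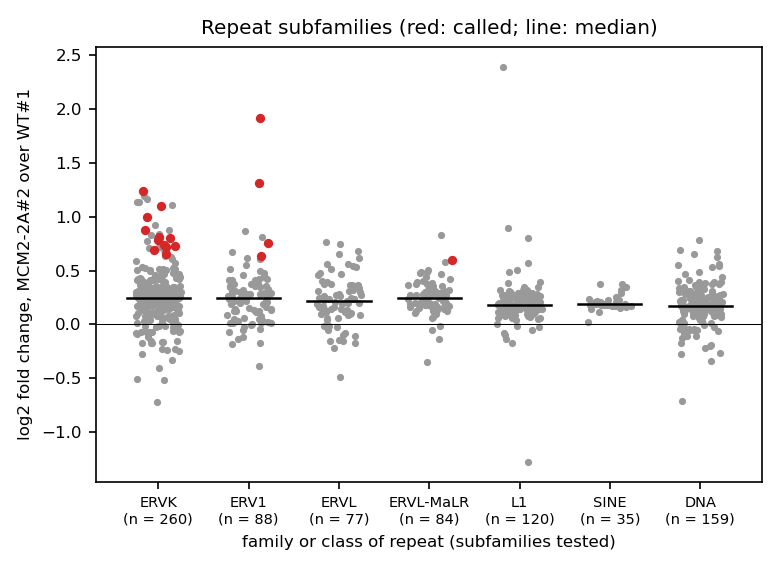
Log2 fold changes of repeat subfamilies in MCM2-2A#2 over WT#1 by family or class, with 260 ERVK, 88 ERV1, 77 ERVL, 84 ERVL-MaLR, 120 L1, 35 SINE and 159 DNA subfamilies tested (4 cultures per line). Called subfamilies are red and lines mark the medians.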

H3K9me3 loss did not always cause derepression (Fig. 3c, cluster 4) likely due to DNA methylation^45,46^ or lack of activating input. Upregulated repeats overlapped substantially with repeat expression in cells lacking SUV39h1/SUV39h2 (ref. ^47^) and SETDB1 (ref. ^48^; Extended Data Fig. 6g), although a broader range of repeats is deregulated upon SETDB1-KO. Moreover, repeat expression correlated with loss of H3K9me3 and gain of active histone modifications (Fig. 3e and Extended Data Fig. 6h). Surprisingly, gain of H3K27me3 also correlated with repeat expression (Fig. 3c,e, cluster 1b and cluster 2), suggesting cells attempt to compensate for H3K9me3 loss as described in other settings^49^. 

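In the reverted line MCM2-R#2 the retroviral elements MMERGLN-int and MMERGLN_LTR fell to 68.6 ± 2.33 and 10.7 ± 1.18 CPM (mean ± SD, n = 4 cultures), log2 changes of -2.53 and -1.84 against MCM2-2A#2 (edgeR adjusted p = 4.3e-10 and 2.5e-07) that take them below WT#1. ETnERV2-int and IAPLTR1a_Mm, elements of the ERVK family, came within 0.11 and 0.05 of WT#1. RLTR45-int (0.41 over WT#1) and the major satellite GSAT_MM (0.53) stayed between the other lines. Against WT#1, edgeR called 0 of 879 subfamilies in MCM2-R#2 (66 at an unadjusted p under 0.05; DESeq2 called 1), so 18 of the 18 subfamilies called higher in MCM2-2A#2 are no longer called (100%, 95% interval 81.5% to 100%). That interval takes subfamilies as independent and measures neither culture nor clone spread. Tested directly against MCM2-2A#2, 8 of the 18 were called lower (4 ERVK, 3 ERV1 and the satellite), and 17 kept less than 50% of their log2 change. Over all subfamilies the median log2 fold change of MCM2-R#2 was 0.08 over WT#1, with 72.8% above 0, and -0.14 against MCM2-2A#2. The set of all repeats gave a camera adjusted p = 0.0042 over WT#1, and adjusted p = 0.97 with an estimated correlation, with 0 adjusted over the list alone. The stricter measure, a call in the opposite direction against MCM2-2A#2, holds for 44.4%.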

Notably, the loss of fidelity in the H3K9me3 landscape was fully rescued in MCM2-R cells (Fig. 3a and Extended Data Fig. 6a–c), including H3K9me3 repeat silencing (182/182 repeat subfamilies with H3K9me3 loss/rescued; 32/32 repeat subfamilies upregulated/rescued; Fig. 3b–d and Extended Data Fig. 6i,j). Collectively, this indicates that histone recycling is required to maintain H3K9me3 in repressed repetitive regions and reduce unscheduled H3K9me3 in the unique genome. The latter might reflect less engagement of H3K9me3 enzymes in read–write activity at repetitive regions, liberating more enzymes to act spuriously in the B compartment.

**Fig. 3:**
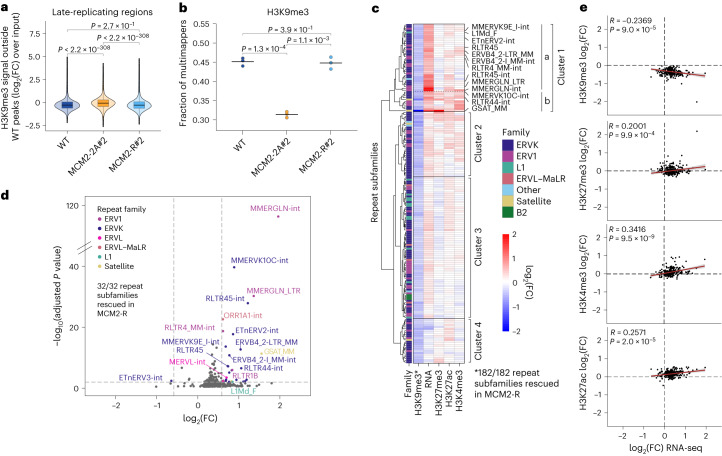
Unscheduled H3K9me3 gains in late-replicating regions and loss of H3K9me3-mediated repeat repression in MCM2-2A cells. **a**, H3K9me3 ChIP–seq signal in 5-kb bins outside WT peaks focused on late-replicating regions. Two-sided Wilcoxon signed-rank test. **b**, Fraction of multimapping reads for H3K9me3 ChIP–seq. *n* = 3 biological replicates. Horizontal lines represent mean values. Two-sided paired *t* test. **c**, Repeat subfamilies with significant H3K9me3 loss in MCM2-2A#2, (*n* = 182 repeat subfamilies) FDR < 0.01, Wald test. Hierarchical clustering according to changes in H3K9me3, RNA, H3K27me3, H3K27ac and H3K4me3 levels between WT and MCM2-2A#2. Selected upregulated repeat subfamilies are labeled. *indicates the number of rescued H3K9me3 repeat subfamilies. **d**, Differential repeat expression between MCM2-2A#2 and WT. Significant subfamilies |log_2_(FC)| > 0.58, FDR < 0.01, Wald test (Supplementary Methods) are colored according to repeat family. *n* = 4 biological replicates. **e**, Correlation of RNA and histone PTM changes (log_2_(FC) MCM2-2A#2/WT) for repeat subfamilies with a significant change in RNA or histone PTMs (*n* = 124; FDR < 0.01). Two-sided Pearson’s correlation coefficient (*R*) with *P* value. Error bands, confidence intervals around the mean. FC, fold change.

### Asymmetric histone recycling challenges bivalent genes

To dissect how chromatin alterations in MCM2-2A cells affect gene regulation, we focused on differential histone PTM occupancy at promoters. Loss and gain of H3K27me3 across promoters correlated inversely with changes in gene expression (Fig. 4a), while differential H3K9me3 occupancy did not. The latter is consistent with H3K9me3 loss in repetitive regions, and H3K9me3 gain mainly in the repressed B compartment (Extended Data Fig. 6d). Differential gene expression correlated positively with changes in active modifications (Fig. 4a). However, given that transcription is highly predictive for these modifications, it is difficult to establish cause and effect here^50,51^. We, therefore, focused on all promoters showing differential occupancy (DO) of H3K27me3 (Fig. 2g) to understand the relationship to differential gene expression. These promoters were enriched for bivalent^52^ chromatin states marked by H3K4me3 and H3K27me3 (Fig. 4b). Bivalent promoters showed both loss and gain of H3K27me3, with gains occurring at promoters characterized by H3K27ac and lower H3K27 methylation levels (me1 and me2; Fig. 4b). Consistent with this, unbiased clustering showed H3K27me3 redistribution from promoters with high SUZ12/H3K27me3 to lower-occupancy promoters with more H3K27ac and H3K4me3 (Fig. 4b,c and Extended Data Fig. 7a). The redistribution was not a re-allocation between CpG islands (CGI) and non-CGI promoters (Fig. 4b,c). Collectively, this implies that asymmetric histone segregation challenges the balance of active and repressive modifications at bivalent promoters. Differential H3K27me3 occupancy correlated inversely with transcription for most, but not all, clusters, and H3K27me3 loss was associated with the gain of H3K27ac (Fig. 4c and Extended Data Fig. 7b,c). This argues that changes in H3K27me3 in part underlie differential gene expression in MCM2-2A cells. In agreement, genes upregulated in MCM2-2A and SUZ12-KO cells^53^ overlapped substantially (Extended Data Fig. 7d).

**Fig. 4:**
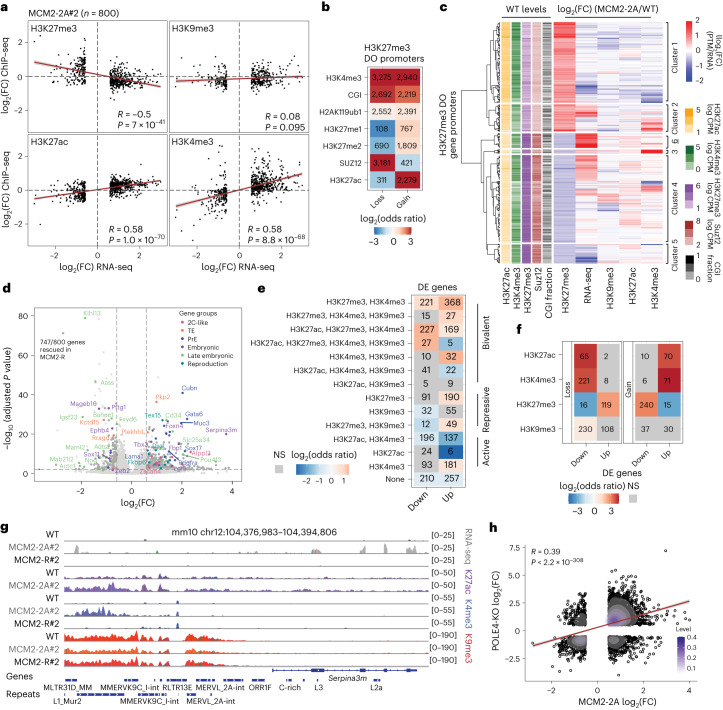
Deregulation of H3K27me3 at bivalent promoters correlates with misexpression of developmental genes in MCM2-2A cells. **a**, Correlation of RNA and histone PTM changes (log_2_(FC) MCM2-2A#2/WT) for DE genes (**d**, *n* = 800). Two-sided Pearson’s correlation coefficient (*R*) with *P* value. **b**, Enrichments (odds ratios) of chromatin feature overlapping H3K27me3 DO promoters. Significant enrichments (*P* < 0.001) are colored, and NS are in gray. Two-sided Fisher’s exact test. **c**, Hierarchical clustering of H3K27me3 DO promoters according to changes in H3K27me3, RNA, H3K9me3, H3K27ac, H3K4me3 between MCM2-2A#2 and WT. WT levels of H3K27ac, H3K4me3, H3K27me3, SUZ12 and CGI are included on the left. *n* = 3,170 H3K27me3 DO promoters. **d**, Differential gene expression between MCM2-2A#2 and WT cells. Significant genes are depicted in dark gray (FDR < 0.01 and |log_2_(FC)| > 0.58, Wald test), and nonrescued genes are depicted in light gray. Selected genes related to enriched GO terms are colored (Extended Data Fig. 7j). FC against FDR is shown per gene. *n* = 4 biological replicates. **e**, Enrichment (odds ratios) of chromatin states around transcription start sites (TSSs) of upregulated and downregulated genes. Significant enrichments are colored (log odds ratio; two-sided Fisher’s exact test, *P* < 0.05), and NS states are in gray. **f**, Histone PTM losses or gains (DO, FDR < 0.01) in DE gene promoters (from **d**). Significant enrichments (*P* ≤ 0.01; two-sided Fisher’s exact test) are colored, and NS states are in gray. **g**, Example region showing upregulation of the *Serpina3m* gene and repeats located within 10 kb, including RNA-seq, H3K27ac, H3K4me3 and H3K9me3 normalized signal. Chr12: 104376983–104394806. **h**, Correlation of gene expression changes (log_2_(FC) over WT) in POLE4-KO and MCM2-2A histone recycling mutants. Single genes and gene densities are represented by black circles and purple color gradient, respectively. Two-sided Pearson’s correlation coefficient (*R*) with *P* value. Source data

Next, we focused more broadly on differentially expressed (DE) genes in MCM2-2A cells. 

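Klb, the co-receptor for FGF21, had 2.14 ± 0.82 CPM (mean ± SD, n = 4 cultures) in MCM2-2A#2, 0.465 ± 0.10 in WT#1 and 0.398 ± 0.103 in MCM2-R#2 (log2 fold change 2.15 over WT#1, SE 0.28, edgeR adjusted p = 2.5e-04). Klhl13, a substrate adaptor of the CUL3 ubiquitin ligase, moved the other way, with 80.0 ± 10.3 CPM in MCM2-2A#2 against 286 ± 34.6 in WT#1 (-1.84, SE 0.11, adjusted p = 1.5e-07), and rose again to 219 ± 23.9 in MCM2-R#2. Aass, which starts lysine breakdown, fell by 1.41 (SE 0.11, adjusted p = 2.4e-06) and had 23.7 ± 1.63 CPM in MCM2-R#2. Klhl13 and Aass are labelled in Fig. 4d, so they are not an independent choice. In total 472 of 17098 genes were called in MCM2-2A#2, 308 higher and 164 lower. Of the 472, 435 (92.2%, 95% interval 89.4% to 94.4%) were not called in MCM2-R#2 against WT#1: 305 of the 308 higher and 130 of the 164 lower. This interval takes genes as independent and measures neither culture nor clone spread. Leaving out a culture gives 88.5% to 93.6%. Against MCM2-2A#2 directly, 160 of the 472 (33.9%) were called in the opposite direction, 346 (73.3%) kept less than 50% of their log2 change and 458 moved toward WT#1. That direct comparison calls 234 genes in all, and 117 to 273 when a culture is left out. In simulated counts where MCM2-R#2 equals MCM2-2A#2, 31.4% of the genes called in MCM2-2A#2 (911 on average) are not called in MCM2-R#2, 65.4% move toward WT#1, 3.72% keep less than 50% of the change and 0% are called back. With a full return to WT#1 (892 called on average), 99.99% are not called, 99.9% move toward WT#1, 95.4% keep less than 50% of the change and 68.0% are called back. Both simulations call more genes than the 472 called here, so they do not match these data. The gap between their shares and the observed ones does not measure how complete the return is. Among the 37 genes still called, 17 lie on chromosome 6 from Mcm2 to Slc6a6 (88883474 to 91759066), where 27 of 27 tested genes were lower in both lines (medians -1.07 and -0.98), while the 65 genes within 3 Mb had medians of 0.06 and -0.02. Mcm2 itself had 225 ± 7.93 CPM in MCM2-2A#2, 213 ± 5.32 in MCM2-R#2 and 417.7 ± 20.9 in WT#1. Another 5 of the 37 are chromosome Y genes, such as Ddx3y (-4.45 and -4.57), and 15 lie elsewhere, among them the imprinted genes H19 (1.25 and -1.28) and Mest (-1.40 and 1.01), which left WT#1 in opposite directions. Both comparisons share the WT#1 cultures, and when different WT#1 cultures serve each of them, 20 to 26 genes are called lower in both, 20 to 25 of them among the 33 lower in both with all WT#1 cultures. Without culture 2 of MCM2-2A#2 288 genes are called, and a glmTreat test against the 0.58 limit calls 86.

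**Figure D2:**
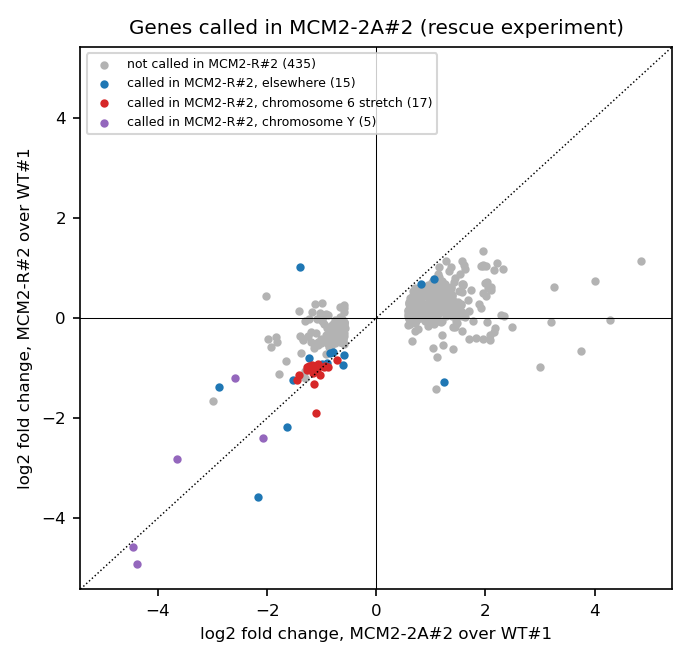
Log2 fold changes over WT#1 of the 472 genes called in MCM2-2A#2, in MCM2-2A#2 and in MCM2-R#2 (4 cultures per line). The 37 genes also called in MCM2-R#2 are coloured: 17 on the chromosome 6 stretch, 5 on chromosome Y and 15 elsewhere.

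**Figure D3:**
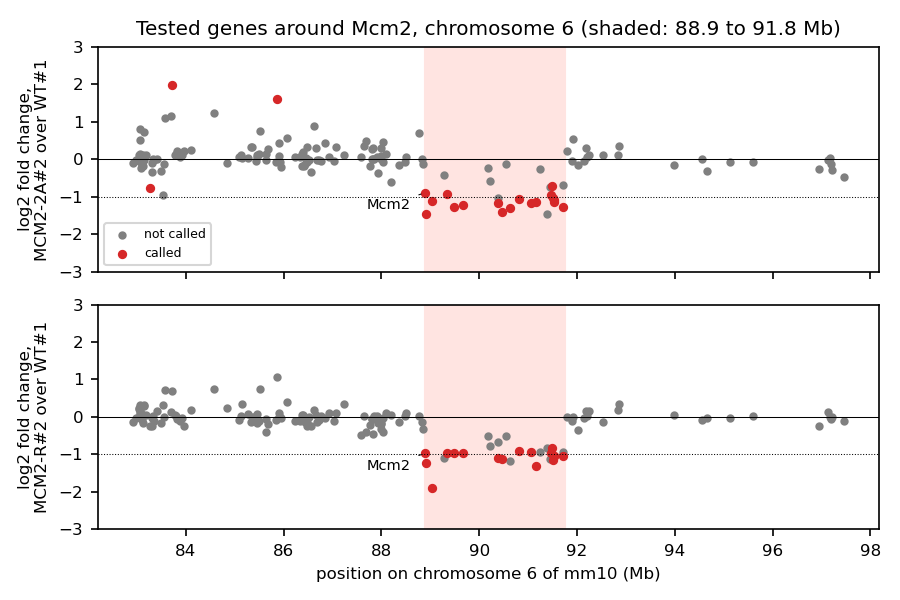
Log2 fold changes over WT#1 of tested genes around Mcm2 on chromosome 6 in MCM2-2A#2 and MCM2-R#2. The shaded stretch of 2.88 Mb holds the 27 genes that are lower in both lines.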

We identified 800 DE genes, which were largely rescued in MCM2-R cells (93%, 747/800; Fig. 4d and Extended Data Fig. 7e) consistent with re-establishment of H3K9me3 and H3K27me3 landscapes upon restoration of symmetric histone recycling (Figs. 2c–f and 3b–d and Extended Data Figs. 5b–d and 6a–c,i). Moreover, similar gene expression changes were observed across multiple MCM2-2A clones (Extended Data Fig. 7f–i). 

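The clone experiment sequenced further WT and MCM2-2A clones in 3 batches (January, March and August), and the authors deposited raw counts per gene and per repeat subfamily from trimming with Trimmomatic, alignment with STAR to mm10 and featureCounts. The libraries used are WT#1 (August 2, March 3 libraries), WT#2, #3, #4, #6, #7 and #8 (August, 2 each), MCM2-2A#1 (January and March, 3 each), #2 (January, 3), #3 (March, 3) and #4 to #8 (August, 2 each). Another 3 columns could not be tied to a sample and are not used, so WT#5 is not analysed here. WT libraries hold 30046007 to 58449563 counts and MCM2-2A libraries 27854706 to 67467849. Libraries were summed per clone and batch, because libraries of a clone are not independent, and the 17 units (8 WT, 9 MCM2-2A) were tested with edgeR with the batch as a covariate and the same limits for a call (23265 genes, 1017 repeat subfamilies). For the clones that share nothing with the rescue experiment, WT#1 and MCM2-2A#2 were left out, and the comparison then rests on the August batch (6 WT and 5 MCM2-2A clones), since no other WT library of March or January is used. The units come from 15 clones (7 WT, 8 MCM2-2A), since WT#1 and MCM2-2A#1 enter in 2 batches each, and the fit takes these as independent. With simulated changes of log2 size 1 in 100 genes, 81 were called, with 2 false calls among 22548 genes. Counts of calls depend strongly on the unit (clone or library), on the batch term and on WT#1, the WT clone that links 2 batches.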

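Serpina3m, a serine protease inhibitor gene, had 4.63 ± 1.38 CPM (mean ± SD) in the 9 MCM2-2A units and 0.409 ± 0.298 in the 8 WT units (log2 fold change 3.49, SE 0.37, edgeR adjusted p = 2.2e-04). Muc3, a membrane mucin, rose by 1.91 (SE 0.20, adjusted p = 2.2e-04), Pkp2, a desmosome component, by 0.81 (SE 0.09, adjusted p = 2.6e-04) and Dazl, a germ cell RNA-binding protein, by 1.09 (SE 0.17, adjusted p = 0.0030). The Hedgehog receptor Ptch1 fell by 0.92 (SE 0.13, adjusted p = 0.0012) and the telomere-binding gene Pot1b by 0.60 (SE 0.07, adjusted p = 5.2e-04). In the 15 fits that leave out a clone, Serpina3m, Muc3 and Pkp2 stay called, Ptch1 is lost without WT#1, Dazl without WT#1 or MCM2-2A#7, and Pot1b without MCM2-2A#4, MCM2-2A#8, WT#2 or WT#8. In all, 158 of 23265 genes were called (20 of them in all 15 of these fits), 146 higher and 12 lower, and 4 of 1017 repeat subfamilies, all higher: MMERGLN-int (1.70), RLTR45-int (1.34), ERVB4_2-LTR_MM (1.31) and MMERVK10D3_I-int (0.68). Each of these 4 calls is lost in at least 1 of the 15 fits that leave out a clone, and all 4 without WT#1. The chromosome Y genes Gm4064 (3.81) and Rbmy (3.61), the latter a germ cell RNA-binding protein, are also among the increases. Of 130 chromosome Y genes tested 91.5% were above 0, with a median of 1.10 and 10 called (median 0.90 in the clones other than WT#1 and MCM2-2A#2), while the single-copy genes Ddx3y (-0.83) and Uty (-0.78) lay lower without being called. Of the 472 genes called in the rescue experiment, 464 were tested in the clones other than WT#1 and MCM2-2A#2, and 451 (97.2%, 95% interval 95.3% to 98.5%) had the same sign there, against 73.9% of all 16584 genes tested in both. So did 18 of 18 repeat subfamilies, against 67.3% of all 879. Across the called genes Pearson r was 0.89 and Spearman rho 0.87, the genes not being independent replicates. With WT#1 and MCM2-2A#2 included the share was 97.0%, with 96.7% within August and 96.1% within March. In March WT#1, also the control of the rescue experiment, is the only WT clone. With edgeR 5 genes were called in those other clones (216 with DESeq2, 18 of those lower), 4 of the 5 also called in the rescue experiment, with Serpina3m (3.15) and Muc3 (1.75) in both sets. Repeat calls there were 0 of 1028 with edgeR (58 at an unadjusted p under 0.05; DESeq2 called 4). In a test of whether the effect of genotype differs between August and March, with single libraries as units, edgeR called 0 of 21067 genes and 0 of 966 repeat subfamilies (1036 and 42 at an unadjusted p under 0.05). The count of called genes is 26 without WT#1, 47 with August alone, 31 with March alone and 998 with single libraries as units. The paper states that similar changes occurred across clones.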

To identify chromatin states sensitive to asymmetric recycling, we performed a chromatin-state analysis of DE genes in WT cells. DE genes were depleted for active states marked by both H3K4me3 and H3K27ac (Fig. 4e), arguing that histone recycling has a limited impact on active genes. However, upregulated and downregulated genes were strongly enriched for bivalent chromatin states (Fig. 4e), as expected from the DO of H3K27me3 at these promoters (Fig. 4b,c). Accordingly, developmental processes were enriched among DE genes (Extended Data Fig. 7j,k). 

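Transcription factors and matrix genes of primitive endoderm rose most clearly among developmental genes in MCM2-2A#2. Gata6, which drives primitive endoderm fate, had 7.33 ± 1.67 CPM against 1.48 ± 0.129 in WT#1 (mean ± SD, n = 4 cultures; log2 fold change 2.29, SE 0.19, edgeR adjusted p = 4.3e-06), Sox17, its partner in that lineage, 2.32 ± 0.349 against 0.481 ± 0.196 (2.17, SE 0.25, adjusted p = 8.6e-05), and Col4a1, a basement membrane collagen, 110 ± 13.0 against 47.3 ± 6.42 (1.22, SE 0.16, adjusted p = 2.4e-04). Of 27 primitive endoderm genes tested, 16 were called higher and 11 not called, with a median of 1.19 (camera adjusted p = 1.1e-23; adjusted p = 0.0049 with an estimated correlation). Of 70 Polycomb target regulators, 11 were called higher. Among these are Gata6 and Sox17, given above for primitive endoderm, and Foxn4 (1.42) and Pou4f3 (2.02), which act in retinal and sensory neurons. Of the 70, 1 was called lower and 58 were not called, and the median was 0.15 (camera adjusted p = 0.0070). With an estimated correlation the adjusted p = 0.17, and 11 were higher and 2 lower adjusted over the list alone. Of 21 neural genes Map2, Ina and Syt1 were called lower (median -0.35, camera adjusted p = 8.0e-04, and adjusted p = 0.030 with an estimated correlation, with 4 lower adjusted over the list alone). Of 23 trophectoderm genes Tfap2c was called lower (median -0.32, camera adjusted p = 0.0053, and adjusted p = 0.38 with an estimated correlation, with 2 lower adjusted over the list alone). Of 20 mesoderm and cardiac genes 2 were called higher (Pdgfra, Cd34) and 1 lower (Actc1), with a median of 0.20 (camera adjusted p = 0.046). Of 18 fibroblast genes 1 was called higher with a median of -0.16 (camera adjusted p = 0.52). In the clone experiment 4 of 28 primitive endoderm genes were called higher (median 0.54, camera adjusted p = 9.7e-08, and adjusted p = 0.096 with an estimated correlation, with 7 adjusted over the list alone) and 7 of 104 Polycomb targets (median 0.06). Gata6, Sox17 and Pdgfra are also labelled in Fig. 4d, so they are not an independent choice. The primitive endoderm, Polycomb target and mesoderm lists hold such labelled genes, so their tests in MCM2-2A#2 are not fully independent of the paper's results either. The calls of Map2 and Syt1 are lost in 6 of the 12 fits that leave out a culture (both without culture 1 of MCM2-2A#2, for example).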

Upregulated genes were also enriched for repressed chromatin states and included reproduction and 2-cell-like cell (2CLC) gene signatures (Fig. 4d,e and Extended Data Fig. 7j–l). 

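Some genes of meiosis and of the 2-cell-like state were called higher in MCM2-2A#2. Tex15, a piRNA pathway gene of male germ cells, had 22.2 ± 1.51 CPM against 9.91 ± 1.32 in WT#1 (mean ± SD, n = 4 cultures; log2 fold change 1.17, SE 0.11, edgeR adjusted p = 1.4e-05), Dazl 16.3 ± 1.80 against 8.25 ± 1.24 (0.98, SE 0.11, adjusted p = 6.3e-05), and Alppl2, an alkaline phosphatase gene of the 2CLC list, 1.56 ± 0.144 against 0.30 ± 0.118 (2.35, SE 0.24, adjusted p = 3.5e-05). Of 37 germline and meiosis genes, 9 were called higher, including Mael (0.82) of the piRNA pathway, Taf7l (1.04), a germ cell paralogue of a general transcription factor, and Stra8 (1.22), the gatekeeper of meiosis, 1 was called lower (Dppa3) and 27 were not called. The median was 0.27 (camera adjusted p = 3.0e-07, and adjusted p = 0.11 with an estimated correlation, with 14 higher and 1 lower adjusted over the list alone). Of 40 2CLC genes, 38 were above 0 with a median of 0.76, 6 were called higher (among them Alppl2, Cyp2b23, Tmem92 and the deubiquitinase genes Usp17la and Usp17le) and 34 not called (camera adjusted p = 8.7e-13, and adjusted p = 0.19 with an estimated correlation, with 13 adjusted over the list alone). In the clone experiment 35 of 39 germline genes were above 0 (median 0.40, camera adjusted p = 9.7e-08, and adjusted p = 0.28 with an estimated correlation, with 7 adjusted over the list alone). The call of Usp17le is lost in 9 and that of Stra8 in 5 of the 12 fits that leave out a culture (both without culture 2 of MCM2-2A#2, for example).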

The loss of H3K27me3, not H3K9me3, was predictive for upregulation, while the gain of H3K27me3, not H3K9me3, was predictive for downregulation (Fig. 4f). This supports that DE is linked to H3K27me3 changes in promoters. Furthermore, derepressed repeats were enriched in proximity to about 5% of the upregulated genes (odds ratio = 2.7, *P* = 1 × 10^−12^; two-sided Fisher test), including *Tbx3*, *Serpina3m* and 2CLC genes like *Zscan4* and *Cyp2b23* (Fig. 4g). This suggests that loss of H3K9me3 contributes to gene expression changes in MCM2-2A cells through activation of repeats, as previously described for SETDB1-KO cells^48^ and regulation of pluripotency factors and 2CLC genes^54–56^.

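The gene with the largest increase of this group is Serpina3m on chromosome 12, with 2.66 ± 0.603 CPM in MCM2-2A#2, 0.203 ± 0.0899 in WT#1 and 0.125 ± 0.0993 in MCM2-R#2 (mean ± SD, n = 4 cultures; log2 fold change 3.75 over WT#1, SE 0.33, edgeR adjusted p = 8.2e-06). Tbx3, a T-box factor of the naive pluripotency network, had 376 ± 45.0, 212 ± 9.43 and 241 ± 36.5 CPM in the same order of lines (0.83, SE 0.10, adjusted p = 1.3e-04), and Cyp2b23, a cytochrome P450 gene, 5.69 ± 0.419, 2.18 ± 0.336 and 3.32 ± 0.308 (1.37, SE 0.13, adjusted p = 1.1e-05). Against MCM2-2A#2 directly, these 3 genes were called lower in MCM2-R#2 (-4.42, -0.64 and -0.78; adjusted p = 1.4e-05, 0.0019 and 0.0021). The Zscan4 genes, which encode telomere-elongating factors of the 2-cell stage, were each above WT#1 but none passed the limits: Zscan4d 0.68 (SE 0.21, adjusted p = 0.040), Zscan4b 0.60, Zscan4f 0.58, Zscan4e 0.47, Zscan4c 0.34 and Zscan4a 0.20 (adjusted p from 0.15 to 0.61 for the last 5). In MCM2-R#2 these 6 genes lay 0.25 to 0.67 above WT#1 (adjusted p from 0.36 to 0.68), none called, and -0.19 to 0.16 from MCM2-2A#2 (adjusted p from 0.67 to 0.91). In the 9 MCM2-2A units of the clone experiment they lay above WT by 0.89 to 0.97 (adjusted p from 0.11 to 0.16), or by 0.63 to 0.71 (adjusted p from 0.13 to 0.17) without WT#6 and WT#8, the WT clones that are low at this cluster (medians -2.57 and -1.15), left out after the values were seen. Over all units Tbx3 was higher by 0.64 (SE 0.12, adjusted p = 0.0077), and Cyp2b23 lay above WT by 1.19 without being called (adjusted p = 0.24). The clone call of Tbx3 is lost in 11 of the 15 fits that leave out a clone. The positions of repeats relative to these genes are not analysed here. From the nearness of derepressed repeats to some upregulated genes, and from earlier work on cells without SETDB1, the paper proposes that loss of H3K9me3 contributes to the expression changes through activation of repeats.

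**Figure D4:**
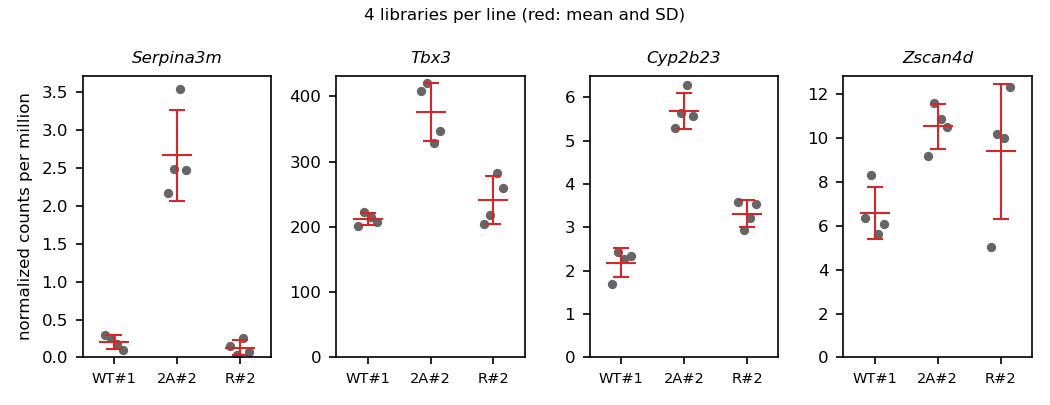
CPM of Serpina3m, Tbx3, Cyp2b23 and Zscan4d in the 4 cultures of each of 3 lines. Red marks give mean and SD.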

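POLE4 is a histone-binding subunit of DNA polymerase epsilon, and its gene was knocked out in 3 clones made from mouse ESCs. Pole4 RNA stood at 56.2, 61.3 and 60.6 CPM in the 3 libraries of WT#1, 3.02, 2.87 and 3.75 in POLE4-KO#1, 7.11, 6.43 and 8.35 in POLE4-KO#2 and 3.33, 2.97 and 4.85 in POLE4-KO#3 (log2 fold changes -4.20, -3.02 and -3.97; edgeR adjusted p = 3.4e-11, 1.8e-09 and 2.8e-10). Mcm2, the helicase subunit mutated in MCM2-2A cells, did not differ (0.02 for the mean of the clones, adjusted p = 0.85). The authors deposited raw counts per gene and per repeat subfamily of 12 rRNA-depleted libraries, made with Trimmomatic, STAR on mm10 and featureCounts. WT#1 has 21029829, 26098796 and 20477221 counts, POLE4-KO#1 20807112, 23807723 and 26719175, POLE4-KO#2 22401706, 25427789 and 24276258, and POLE4-KO#3 18369196, 23049394 and 26975105. The 4 lines were fitted together with edgeR (16864 genes, 863 repeat subfamilies) and the mean of the 3 clones was compared with WT#1, a gene being called at an adjusted p below 0.01 and an absolute log2 fold change above 0.58. With simulated changes of log2 size 1 in 100 genes, 88 were called, with 4 false calls among 16041 genes. WT#1 is a single clone, and the counts move with the limits of a call, with the use of the mean or of each clone, and with the treatment of the 9 knockout libraries as 1 group or 3.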

To test whether DE in MCM2-2A mutants is caused by asymmetric histone segregation or other potential functions of MCM2 histone binding, including interaction with other chaperones like ASF1 (refs. ^57,58^), we generated POLE4 knockout (KO) ESCs (Extended Data Fig. 8a,b). As expected^16^, these mutants showed asymmetric segregation of parental histones toward the lagging strand, opposite to the leading strand bias of MCM2-2A cells although with lower amplitude (Extended Data Fig. 8c,d). 

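In POLE4-KO clones the telomere-elongating 2-cell gene Zscan4a lay 1.63 above WT#1 on the log2 scale (mean of 3 clones, 3 libraries each, SE 0.17, edgeR adjusted p = 4.9e-06). It was 2.32 in POLE4-KO#2, 2.24 in POLE4-KO#3 and 0.35 in POLE4-KO#1. MERVL-int, the retrovirus active in 2-cell embryos, was higher by 0.81 (SE 0.10, adjusted p = 8.1e-05) with the same split of the clones (1.44, 1.34 and -0.33). T, the mesoderm factor Brachyury, fell by 2.84 (SE 0.14, adjusted p = 2.0e-09) and did so in each clone (-5.41, -1.48 and -1.64 for #1, #2 and #3). Over the mean of the clones 968 of 16864 genes were called, 373 higher and 595 lower, and 180 of 863 repeat subfamilies, all higher, with a median of 0.52 over all subfamilies. The count of repeats is 64 without the second WT#1 library and 39 without POLE4-KO#2. With edgeR 0 repeat subfamilies were called lower (4 at an unadjusted p under 0.05; DESeq2 called 0). The 23 genes of chromosome M tested had a median of 0.62. Of 36 2CLC genes 22 were called higher and 14 not called (median 1.17, camera adjusted p = 1.7e-16; adjusted p = 0.0051 with an estimated correlation): 29 higher and 1 lower in POLE4-KO#2 and 27 higher in POLE4-KO#3, but 1 higher and 4 lower in POLE4-KO#1. The clones differ from each other at 5257 genes and 93 repeat subfamilies, 731 of the 968 called genes among them. Replicate numbers pair the knockout libraries, and among these libraries alone 7584 genes and 299 repeat subfamilies differ with a replicate block, against 4906 and 87 without it. In all 3 clones 44 genes were called higher, including Ano3, an anoctamin gene, and the imprinted RNA gene Peg13, and 20 lower. If the clones were independent 0.792 and 0.355 would be expected, and simulated counts without change give 0 and 0. Over all genes 44.5% had the same sign in all 3 clones, against 49.9% in these simulated counts, and Pearson r was 0.509 for #1 and #2, 0.490 for #2 and #3 and 0.0464 for #1 and #3, against 0.50 for each pair in those counts (covariances 0.226, 0.144 and 0.0156 in the same order, against 0.028). Against MCM2-2A in the clone experiment, the log2 fold changes of the 95 genes called there and tested here gave Pearson r = 0.397 (95% interval 0.213 to 0.554) and Spearman rho 0.355, genes not being independent replicates, with 77.9% of the same sign against 62.8% of all 16356 genes tested in both (41.1%, 82.1% and 90.5% of the 95 for POLE4-KO#1, #2 and #3). Pearson r was 0.401 for the August clones, 0.365 for the March libraries and 0.393 without WT#1 among the MCM2-2A controls, and -0.09, 0.479 and 0.581 for POLE4-KO#1, #2 and #3. Of the genes called in MCM2-2A#2 307 of 445 (69.0%) had the same sign, against 60.9% of all 16292 genes tested in both. Fitting the 9 knockout libraries as 1 group calls 23 genes and 46 repeat subfamilies, and POLE4-KO#1, #2 and #3 alone call 1941, 1904 and (rounded) 5.0e+02 genes and 24, 472 and 70 repeat subfamilies higher.

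**Figure D5:**
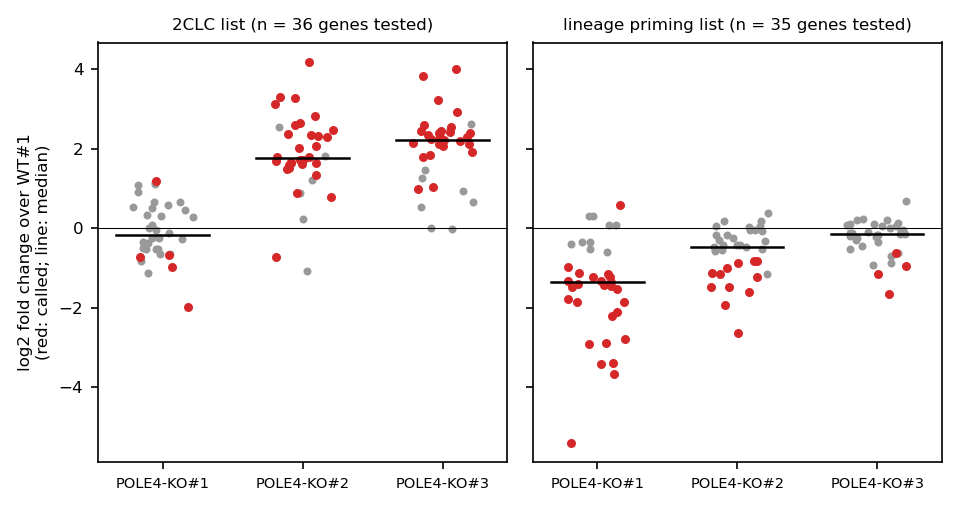
Log2 fold changes over WT#1 of 36 2CLC and 35 lineage priming genes in POLE4-KO#1, #2 and #3 (3 libraries per clone). Called genes are red and lines mark the medians.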

In accordance, POLE4-KO cells showed similar, although less pronounced, gene expression changes as MCM2-2A cells, including upregulation of repeats and 2CLC genes (Fig. 4h and Extended Data Fig. 8e–i). Collectively, this argues that symmetric histone recycling is required to maintain proper H3K27me3 regulation of bivalent genes and H3K9me3-mediated repeat repression.

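Polycomb target regulators moved in both directions in POLE4-KO clones. Nkx2-9, a homeobox gene of the ventral neural tube, rose by 1.16 (mean of 3 clones, SE 0.16, edgeR adjusted p = 7.1e-05) and Pou4f2, a factor of retinal neurons, by 0.73 (SE 0.13, adjusted p = 8.8e-04), while Fgf8, a growth factor of gastrulation, fell by 2.80 (SE 0.26, adjusted p = 2.1e-06). Of 62 tested, 10 were called higher, 9 lower and 43 not called, with a median of 0.14 (camera adjusted p = 0.25). POLE4-KO#1 had 8 higher and 20 lower, POLE4-KO#2 12 and 7, and POLE4-KO#3 6 and 4. Among repeats 94 LTR subfamilies were called higher and 414 not called (median 0.48), 47 of 137 LINE (0.56), 34 of 160 DNA transposon (0.53) and 2 of 35 SINE (0.53), and RLTR45-int, an ERVK element, rose by 1.44 (SE 0.12, adjusted p = 1.3e-06). Of 12 IAP elements 2 were called higher, of 6 young L1 elements 3 (L1Md_T, 0.65; median 0.55, camera adjusted p = 3.7e-05, and adjusted p = 0.17 with an estimated correlation, with 3 adjusted over the list alone). The medians of all subfamilies were 0.34, 0.75 and 0.46 in POLE4-KO#1, #2 and #3. All repeats as a set gave a camera adjusted p = 3.7e-29, and adjusted p = 0.13 with an estimated correlation, with 180 adjusted over the list alone. Of 20 mitochondrial and nuclear RNAs of the RNA quality list 10 were called higher (mt-Atp6, 1.15). The paper reports an opposite strand bias of POLE4-KO and MCM2-2A cells, of lower amplitude in POLE4-KO. It describes the expression changes of POLE4-KO cells as similar but less pronounced. Counts of calls were not lower here: 968 genes and 180 repeat subfamilies in POLE4-KO, against 472 and 18 in MCM2-2A#2. The genes called in MCM2-2A#2 changed less in POLE4-KO (median 0.206 in their direction, against 0.948), but their call selected them. The experiments differ in design, so these values do not rank the mutants. Taking its results together, the paper argues that regulation of bivalent genes by H3K27me3 and repression of repeats by H3K9me3 require symmetric recycling of parental histones.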

### Histone recycling underpins cell-state transitions in ESCs

To address whether differential gene expression in MCM2-2A cells occurs population-wide or in specific subpopulations, we performed single-cell RNA-seq (scRNA-seq). Upregulation of repeats in single MCM2-2A cells involved both increased expression across the population and a higher fraction of cells expressing certain repeats, with both patterns fully rescued in MCM2-R cells (Extended Data Fig. 9a). Joint uniform manifold approximation and projections (UMAP) and cluster analysis revealed naïve pluripotency clusters, 2CLCs, and lineage-primed clusters in which pluripotency factors such as *Pou5f1* and *Utf1* are co-expressed alongside lineage specifiers like *Pou3f1*, *Nes* and *T* (Fig. 5a and Extended Data Fig. 9b,c), as previously described for serum/Leukemia inhibitory factor (LIF) conditions^4,59,60^. Interestingly, WT and MCM2-R ESCs distributed similarly across this spectrum of cell states (Fig. 5b,c), exploring pluripotency and transiting between canonical naïve states and lineage-primed states (Fig. 5b–d and Extended Data Fig. 9d). In contrast, MCM2-2A cells exhibited less cell-state transitions, mainly populating naïve pluripotency and 2CLC states (Fig. 5b–d). Lineage priming (clusters 3 and 7) and the transition state (cluster 4), linking naïve pluripotency and lineage priming, were substantially reduced in MCM2-2A cells (Fig. 5b–d). These altered population dynamics in MCM2-2A cells are reflected in the upregulation of 2CLC genes and downregulation of differentiation genes linked to lineage priming in the bulk RNA-seq (Fig. 4d and Extended Data Figs. 7g–l and 9e–g) and were also apparent in the lower frequencies with which single cells could spontaneously differentiate in clonal expansion (Extended Data Fig. 9h,i). Together, this argues that chromatin alterations in response to asymmetric histone segregation challenge normal ESC-state transitions, impairing their capacity to exit more naïve states and prime for differentiation.

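In bulk RNA of MCM2-2A#2, the neural and progenitor factor Sox11 was the lineage priming gene that fell: 18.9 ± 5.67 CPM against 35.7 ± 6.52 in WT#1 (mean ± SD, n = 4 cultures; log2 fold change -0.91, SE 0.19, edgeR adjusted p = 0.0056). Its call is lost in 5 of the 12 fits that leave out a culture: culture 1 or 2 of MCM2-2A#2 or culture 1, 3 or 4 of WT#1. The neural progenitor filament Nes (-0.46, adjusted p = 0.30), the epiblast factor Pou3f1 (-0.29, adjusted p = 0.47) and the mesoderm factor T (-1.41, adjusted p = 0.18) lay lower without being called, and the pluripotency factors Pou5f1 (-0.03, adjusted p = 0.83) and Utf1 (-0.12, adjusted p = 0.10) stayed near WT#1. MCM2-2A#2 cultures 1 and 2 stand apart: T had 1.13 and 0.742 CPM there against 9.01 and 9.07 in cultures 3 and 4 (WT#1 culture 2 was also low, 2.72), and Nes 28.4 and 31.4 against 49.2 and 53.8. Against the mean of WT#1 the list had medians of -0.51, -0.37, 0.01 and -0.04 in cultures 1 to 4. Of 35 lineage priming genes 12 were above 0 and the median was -0.29 (camera adjusted p = 0.0099, and adjusted p = 0.38 with an estimated correlation, with 1 lower adjusted over the list alone; 0.0123 when the scaling uses genes and repeats together). The median is -0.15 without culture 1 of MCM2-2A#2 and -0.09 without its cultures 1 and 2, left out together after the values were seen. In the clone experiment 7 of 35 were above 0, with a median of -0.39 (camera adjusted p = 2.7e-04, and adjusted p = 0.53 with an estimated correlation, with 0 adjusted over the list alone). Of 27 naive pluripotency genes in MCM2-2A#2, Tbx3 was called higher, Dppa3 and Spp1, an extracellular matrix phosphoprotein, lower and 24 not called, with a median of -0.09 (camera adjusted p = 0.25). Of 43 2CLC genes in the clone experiment, 41 were above 0 with a median of 1.04, and Sp110, a nuclear body gene, and the zinc finger gene Zfp352 were called higher (1.45 and 1.55). The set gave a camera adjusted p = 6.4e-21, and adjusted p = 0.25 with an estimated correlation, with 2 adjusted over the list alone. In the clones other than WT#1 and MCM2-2A#2 the 2CLC median was 1.08. The WT clones WT#6 and WT#8 lay below the other August WT clones at the Zscan4 cluster (medians -2.57 and -1.15), and without both the 2CLC median was 0.78 with 41 of 43 above 0 and 0 called with edgeR, an alternative chosen after the values were seen. In POLE4-KO clones 20 of 35 lineage priming genes were called lower, including Igfbp3, an IGF-binding protein (-1.93), the WNT target Sp5 (-2.39), Nes (-0.96) and Pou3f1 (-0.68), with a median of -0.69 (camera adjusted p = 5.8e-39; adjusted p = 5.5e-05 with an estimated correlation). The priming genes called lower were 25 (and 1 higher) in POLE4-KO#1, 12 in POLE4-KO#2 and 4 in POLE4-KO#3, with medians of -1.34, -0.47 and -0.15. The naive list had a median of -0.01 in the mean of the clones. Of 18 fibroblast genes 9 were called lower there, led by the collagen Col1a1 (-3.31), with -0.03 in POLE4-KO#3.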

**Fig. 5:**
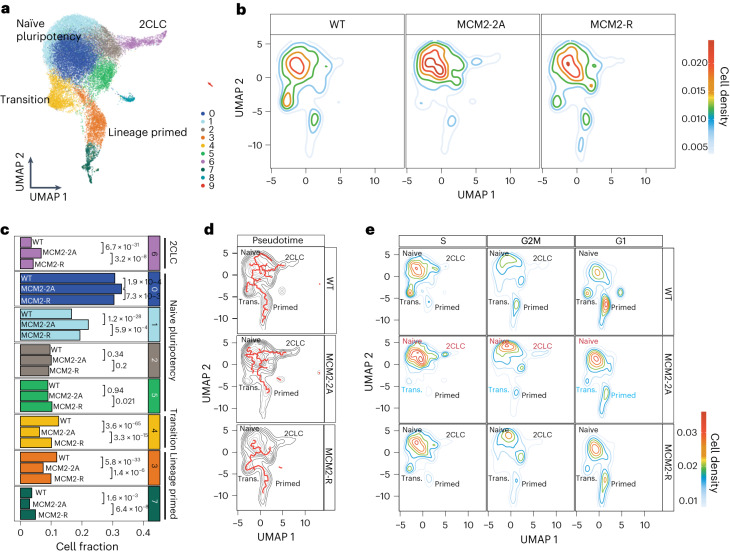
MCM2-2A mutation challenges cell-state transitions. **a**, UMAP showing clustering analysis and annotations of WT, MCM2-2A and MCM2-R cells. **b**, WT, MCM2-2A and MCM2-R cells projected on the common UMAP. Colored lines represent cell density. **c**, Relative abundance of main subpopulations shown in **a** for each cell line. *P* values were derived from chi-square tests comparing cell counts for the clusters of interest with the cell counts of all other clusters. *n* = number of cells; WT (*n* = 15,181), MCM2-2A#2 (*n* = 15,488) examined over two biological replicates, MCM2-R#2 (*n* = 4487). **d**, Pseudotime analysis showing main trajectories between clusters. **e**, Cell-cycle-separated single cells projected on UMAP. Colored lines represent cell density.

In MCM2-2A mutants, histone PTM asymmetries are most dramatic in the S phase, and chromatin restoration processes gradually resolve asymmetry as cells progress in the cell cycle (Fig. 1). We, therefore, analyzed changes in transcriptional states across the cell cycle, separating S, G2/M and G1 populations according to a cell cycle assignment algorithm^61^ (Fig. 5e and Extended Data Fig. 9k,j). In S phase, WT cells explored states highly enriched for naïve pluripotent and 2CLC gene expression, and in G2 phase and especially G1 phase, more cells transitioned toward lineage-primed states. This is consistent with previous findings that G1 cells exhibit downregulation of the naïve pluripotency gene regulatory network and higher levels of differentiation genes when compared to S-phase cells^59,62,63^. In contrast, fewer MCM2-2A cells exited naïve pluripotency and explored lineage-primed states in G1. In line with this, the probability of MCM2-2A cells to enter the 2CLC state in S phase was enhanced (Fig. 5e). Moreover, developmental genes sporadically expressed in S-phase cells (not G1) showed increased expression in MCM2-2A (Extended Data Fig. 9k), both in the bulk and single-cell experiments (Fig. 4d and Extended Data Fig. 9e,f). Interestingly, this misexpression happened in the naïve pluripotency cluster (Extended Data Fig. 9e). This suggests that high histone PTM asymmetry between sister chromatids generates more permissive conditions for gene activation, most plausibly on the blank lagging strand. Notably, this propensity was rescued by reverting to symmetric histone segregation in MCM2-R, reducing 2CLC state cells and expression of bivalent genes (Figs. 4d and 5b–d and Extended Data Fig. 9e–g). 

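In MCM2-R#2 primitive endoderm genes returned close to WT#1. Gata6, the factor that drives primitive endoderm, had 1.55 ± 0.367 CPM (mean ± SD, n = 4 cultures; 0.06 over WT#1 and -2.23 against MCM2-2A#2 on the log2 scale, edgeR adjusted p = 1.5e-05 for the latter), and Sox17, a factor of the same lineage, had 0.443 ± 0.118 (-2.38 against MCM2-2A#2, adjusted p = 1.3e-04). Of 27 primitive endoderm genes 14 were called lower than in MCM2-2A#2 (median -0.97, camera adjusted p = 1.4e-31; adjusted p = 0.0023 with an estimated correlation). Their median over WT#1 was -0.02. Of 70 Polycomb targets 5 were called lower than in MCM2-2A#2 (Gata4, Gata6, Sox7, Sox17 and Foxn4; median -0.08, camera adjusted p = 0.0048, and adjusted p = 0.16 with an estimated correlation, with 1 higher and 6 lower adjusted over the list alone). Against WT#1 their median was 0.06. Of 37 germline genes 5 were called lower than in MCM2-2A#2, such as Stra8 (-1.76; median -0.36, camera adjusted p = 1.9e-09, and adjusted p = 0.089 with an estimated correlation, with 7 adjusted over the list alone). Of the 2CLC genes Alppl2 and Cyp2b23 were called lower than in MCM2-2A#2 (median of 40 genes -0.30, camera adjusted p = 2.0e-04, and adjusted p = 0.49 with an estimated correlation, with 2 adjusted over the list alone). Of the 40, 37 were above WT#1, the deubiquitinase gene Usp17la by 1.01 (adjusted p = 0.021), with a median of 0.39 (camera adjusted p = 1.6e-08, and adjusted p = 0.55 with an estimated correlation, with 2 higher adjusted over the list alone). Among 35 lineage priming genes Sox11 was called higher than in MCM2-2A#2 (1.00, SE 0.19, adjusted p = 0.0063), with 30 of 35 above 0 and a median of 0.39 (camera adjusted p = 7.6e-07, and adjusted p = 0.16 with an estimated correlation, with 3 adjusted over the list alone). The median over WT#1 was 0.16 (camera adjusted p = 0.020). The call of Sox11 against MCM2-2A#2 is lost without culture 1 (0.87, adjusted p = 0.020) or culture 2 (0.90, adjusted p = 0.024) of MCM2-2A#2. These 2 cultures carry the lower values of MCM2-2A#2 (list medians of -0.51 and -0.37 over WT#1, against 0.01 and -0.04 in cultures 3 and 4). Without both, left out after the values were seen, the list median of MCM2-R#2 against MCM2-2A#2 is 0.26.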

MCM2-R cells also regained plasticity in terms of increased transitioning into lineage-primed states in the G1 phase (Fig. 5e and Extended Data Fig. 9e–i). This argues that the coordinated dampening of the pluripotency network and expression of lineage priming genes in G1 relies on symmetric histone recycling and proficient post-replication chromatin restoration.

### Histone recycling is required for developmental competence

The reduced plasticity in MCM2-2A ESC cultures suggested that differentiation capacity would be compromised. Indeed, when challenged to undergo neural differentiation, MCM2-2A cells failed to produce morphologically normal TUJ1-positive neurons and aberrantly maintained expression of ESC markers NANOG and PECAM-1 (Fig. 6a,b), consistent with a recent study^58^. MCM2-2A cultures also maintained higher levels of PECAM-1 early after induction of differentiation (Extended Data Fig. 10a). Notably, this phenotype was rescued in MCM2-R cells (Fig. 6a,b and Extended Data Fig. 10a). This, together with reduced lineage priming in ESCs, argues that symmetric histone segregation is necessary for robust transition from pluripotency toward a specific differentiation trajectory. To further probe the impact of histone PTM inheritance on lineage specification, we assessed the capacity of MCM2-2A ESCs to contribute to embryonic development in chimera assays by injecting H2B-mCherry-labeled WT, MCM2-2A and MCM2-R cells into morulae (Fig. 6c,d and Extended Data Fig. 10b–e). Although MCM2-2A mutant cells could incorporate into embryos and were found at the late blastocyst stage (E4.5 equivalent), their capacity to colonize the epiblast was substantially reduced at postimplantation stages (E6.5; Extended Data Fig. 10b–e). As pluri-/totipotency is defined based on the capacity of a single cell to generate all lineages^64,65^, we assessed the capacity of individual MCM2-2A ESCs to colonize E6.5 embryos. Although single WT and MCM2-R cells robustly contributed to postimplantation development, MCM2-2A mutants were unable to do so (Fig. 6c,d). Collectively, these observations argue that symmetric histone segregation is required for the proper exit from pluripotency and efficient embryonic differentiation.

**Fig. 6:**
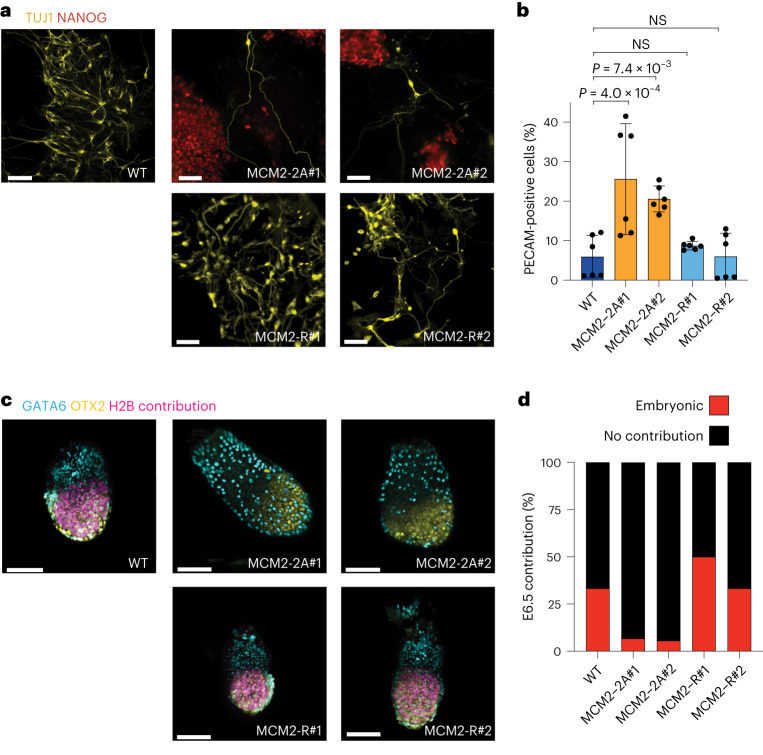
MCM2-2A mutation impairs embryonic differentiation. **a**, Representative immunofluorescence (IF) images of neuronal differentiation (day 7). Scale bar, 70 μm. **b**, Bar plots depicting mean ± standard deviation (s.d.) of PECAM-1-positive cells quantified by flow cytometry at day 7 of neuronal differentiation. One-way ANOVA statistical test. *n* = 6 biological replicates. Dots represent individual data points. **c**, Representative IF images of chimeric embryos from single-cell injected morulae dissected at E6.5. Scale bar, 50 μm. The images are stacks of multiple fields. **d**, Quantification of chimera contribution at E6.5. *n* = number of embryos; WT (*n* = 18), MCM2-2A#1 (*n* = 15), MCM2-2A#2 (*n* = 18), MCM2-R#1 (*n* = 20) and MCM2-R#2 (*n* = 15). ANOVA, analysis of variance. Source data

## Discussion

Here we show that asymmetric recycling of modified histones H3–H4 in MCM2-2A ESCs results in sister-chromatid imbalances in S/G2 that are, in part, transmitted to daughter cells (Fig. 7). This causes global and local redistribution of H3K27me3 and H3K9me3, arguing that symmetric histone recycling is required to reduce noise and focus the activities of histone-modifying enzymes and hereby underpin correct, balanced chromatin restoration. In MCM2-2A cells, loss of H3K9me3 challenges repression of repeats, while H3K27me3 changes at bivalent promoters correlate with deregulation of developmental genes (Fig. 7). These expression changes are linked to reduced plasticity in MCM2-2A cells, where naïve pluripotent states are favored over lineage priming and developmental competence is reduced (Fig. 7). Restoration of symmetric histone recycling rescues both molecular and developmental phenotypes. Together, this argues that symmetric histone H3–H4 segregation and balanced inheritance of histone PTMs maintain the plastic chromatin environment that underpins ESC identity.

**Fig. 7:**
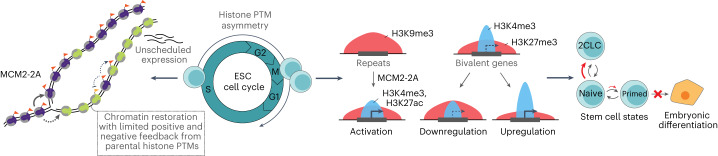
Model illustrating how asymmetric histone segregation challenges epigenome fidelity and ESC functionality. H3–H4 asymmetry in MCM2-2A cells creates a lagging strand largely devoid of parental histone PTMs, which affects the accuracy of chromatin restoration and creates a permissive environment for unscheduled expression in every cell cycle. This broadly alters the histone PTM epigenome with both local and global changes in repressive modifications. MCM2-2A cells show loss of H3K9me3-based repeat repression, misregulation of H3K27me3 and bivalent genes, and reduced ESC plasticity and embryonic differentiation. Naïve, naïve pluripotency; primed, lineage-primed states; new histones, green; parental histones, purple.

Unspecific deposition of both H3K9me3 and H3K27me3 in MCM2-2A cells suggests that spurious enzyme activity is limited by correct histone recycling. The role of histone recycling in constraining activity of modifying enzymes is in line with negative crosstalk between histone modifications^18^ such as the antagonism between H3K27 and H3K36 methylation^19,36–39^. Symmetric histone recycling is also required to maintain H3K9me3 domains and transcriptional silencing across many repeats, consistent with a *cis* read–write propagation model mirroring Clr4 read–write function in *Schizosaccharomyces pombe* heterochromatin^20,23,24^. Additional repressive layers such as Krüppel-associated box domain zinc finger proteins (KRAB-ZFPs), ncRNA and DNA methylation^5,6,46^ could allow H3K9me3 silencing to be re-established in MCM2-R cells. By challenging recycling—a maintenance component of the multilayered repressive system—MCM2-2A mutation shifts the balance toward activation for LTRs in ESCs as these repeats share an intimate interplay with the pluripotency network^66,67^. Other cell types would likely show different vulnerabilities.

In MCM2-2A mutants, H3K27me3 occupancy and PRC2 binding are reduced at high-occupancy sites while accumulating at lower-occupancy sites. Thus, although H3K27me3 is low on the lagging strand in S/G2, PRC2 almost suffices to establish H3K27me3 domains on the lagging strand in each cell cycle. Consistent with this, PRC2 recruitment to the lagging strand is efficient (this work) and the H3K27me3 landscape can be installed de novo in ESCs^26,68^. We speculate that full maintenance of high H3K27me3 occupancy sites requires efficient read–write activation of PRC2 on both daughter strands and that imbalanced recruitment post-replication favors PRC2 activity at lower H3K27me3 occupancy sites. Allosteric activation of PRC2 is required for the efficient establishment of H3K27me3 in vitro and in ESCs^22,26^. We anticipate that allosteric PRC2 activation could initially be mediated by JARID2 (refs. ^69,70^) on the lagging strand, as JARID2 recruitment is generally high in S/G2 phase^71^. Consistent with this, recycling of H2AK119ub1, recognized by JARID2, can contribute to H3K27me3 establishment on the lagging strand in MCM2-2A cells where H2A–H2B recycling is unaffected^27^. Activation in *trans* from parental H3K27me3 on the leading strand might also occur. However, we conclude that a contribution of parental histone H3–H4 PTMs in *cis*, in every round of chromatin replication, is important for focusing PRC2 activity and fine-tuning H3K27me3 occupancy. In ESCs, bivalent developmental genes are particularly sensitive to misregulation as they are fine-tuned by the balance of H3K27me3 and activating input. Again, other cell types would likely show different vulnerabilities.

Changes in gene expression and ESC subpopulations in MCM2-2A are linked to both chromatin restoration defects (every S phase) and changes in histone PTM landscapes shaped by multiple cell divisions. MCM2-2A cells show increased expression of 2CLC genes and elevated firing of a subset of differentiation genes in the S phase when asymmetry is prevalent. Impaired new histone deposition and lack of repressive histone modifiers also enhance 2CLC gene expression^72,73^, implying that this is a general phenotype of chromatin restoration defects. As in MCM2-2A cells, expression of repeats also promotes 2CLC state and naïve pluripotency in these settings^48,56,74^. This likely explains why MCM2-2A cells show impaired transition toward lineage priming in G1. The defect in exiting pluripotency during neuronal differentiation (this work and ref. ^58^) also aligns with impaired lineage priming and elevated naïve pluripotency in MCM2-2A ESCs. A recent study proposed that MCM2 with the ASF1A histone chaperone directly activates bivalent genes during neuronal differentiation via nucleosome eviction^58^. However, neither MCM2 nor ASF1 has nucleosome disassembly activity in vitro^75,76^, and evidence of recruitment to specific bivalent promoters is limited, while MCM2 function in replication-coupled histone dynamics and histone recycling is well established^13,14,16,28,57,77,78^. Although other roles of MCM2 in histone dynamics could contribute to the MCM2-2A phenotype, gene expression changes in the histone recycling mutants MCM2-2A, POLE4-KO and POLA1-3A are highly correlated (this work and ref. ^16^), including increased expression of 2CLC genes and repeats. This argues that asymmetric histone recycling drives the gene expression changes and differentiation phenotype in MCM2-2A ESCs. Early embryonic development requires highly coordinated changes in gene expression programs with the restructuring of H3K27me3 landscapes and downregulation of repeat expression^3,46,52,67^. The chromatin changes in MCM2-2A ESCs, including redistribution of H3K9me3 and H3K27me3, show this regulation is challenged. Restoration of symmetric histone segregation in MCM2-2A cells rescued the developmental defects, demonstrating that balanced inheritance matters in each and every cell cycle to maintain a fine-tuned epigenome that supports plasticity in ESCs. Our work further suggests that the memory provided by histone recycling is important to reduce epigenetic noise and focus the activity of chromatin-modifying enzymes, which could present a barrier to epigenome decline of relevance to cancer and aging^79,80^.

## Methods

The research in this study was conducted under the ethical approval of the Danish Regulatory Authority under project license 2018-15-0201-01520.

### Cell culture and differentiation assays

WT, MCM2-2A, MCM2-R and POLE4-KO mouse ESCs used in this study were derived from the male, E14JU cell line with a 129/Ola background^81^. Genome editing to generate MCM2-2A, MCM2-R and POLE4-KO cell lines is described in Supplementary Methods.

For genome editing and next-generation sequencing experiments, ESCs were grown on gelatin-coated dishes (0.2%) in serum + LIF conditions at 37 °C with 5% CO_2_. Medium was prepared by supplying DMEM–GlutaMAX–pyruvate (Gibco, 31966-021) with FBS (15%; Sigma-Aldrich, F0392), LIF (homemade), 1× nonessential amino acids (Gibco, 11140-050), 1× penicillin/streptomycin (Gibco, 15140-122) and 2-mercaptoethanol (0.1 µM; Gibco, 31350010). Cells were passaged using Trypsin–Ethylenedinitrilotetraacetic acid (EDTA) (Gibco, 25200-056) or TrypLE (Gibco, 10718463). For differentiation and chimera experiments, E14JUs were cultured on 0.1% gelatin. ESCs were cultured in either serum + LIF or in 2i/LIF (N2B27 (1:1 neurobasal medium; Gibco, 21103-049) and DMEM:F12 (Gibco, 21331-020), B27 (Gibco, 17504-044), N2 (homemade), l-glutamine (2 mM; Thermo Fisher Scientific, 25030024), 2-beta-ME (0.1 µM; Gibco, 31350010)), 3 μM GSK3i (Chir99021: Axon Medchem, 1386), 1 μM MEKi (PD0325901: Sigma-Aldrich, 31966-021)) and LIF. Cells were routinely tested for mycoplasma. For neural differentiation, cells were adapted to 2i/LIF medium. In total, 1 × 10^5^ ESCs were plated in gelatinized six-well plates in N2B27 medium with daily medium changes. Neural differentiation was assessed by flow cytometry analysis of PECAM-1 and imaging of TUJ1 and NANOG (Supplementary Table 2).

### SCAR-seq

#### Native SCAR-seq of histone PTMs

In total, 5 × 10^6^ cells were seeded per 15-cm dish 2 d before EdU labeling and nuclei isolation. In total, 4–5 dishes were seeded per time point to get sufficient material for multiple ChIPs. Cells were pulsed in EdU-containing media (10 μM; Jena Bioscience, CLK-N001-25) for 10 or 15 min, as described in Supplementary Table 1. Nascent samples were collected immediately (T0). Chase samples were washed two times with PBS and incubated in media for 1 h (T1), 3 h (T3) or 8 h (T8) before collecting. Samples were collected in ice-cold PBS by scraping and centrifugation, followed by nuclei isolation. Nuclei were aliquoted, snap-frozen and stored at −80 °C.

For MNase digest, nuclei were counted manually using Kova Glasstic Slides and 2 U MNase (Worthington, LS004797) were added per 1 × 10^6^ nuclei. Digests were performed at 30 °C for 20 min. In total, 35–50 μg of digested chromatin was used per sample and incubated with antibodies in a total volume of 600 μl overnight (see Supplementary Table 2 for antibodies). Magnetic beads (anti-rabbit/mouse IgG Dynabeads; Invitrogen, 11203D/11201D) were added and incubated for 2 h. After three washes each with low-salt wash buffer and high-salt wash buffer, DNA was eluted and purified using the MinElute Reaction Cleanup kit (Qiagen, 28204). Mononucleosomal-sized fragments were isolated by double-sided size selection (0.8–3:1) with AMPure XP beads (Beckman Coulter, A63881). EdU-labeled DNA fragments were biotinylated using Click-iT chemistry. Libraries were prepared using the KAPA Hyper Prep Kit (Roche, KK8504). Biotinylated fragments were captured using Dynabeads MyOne Streptavidin (Invitrogen, 65602), and EdU-labeled strands were isolated by performing NaOH washes. Libraries were amplified in 9–11 PCR cycles. Libraries with mononucleosomal-sized inserts were isolated by double-sided size selection (0.77–0.90:1) with AMPure XP beads, followed by a second cleanup (1:1). Fragment distribution was assessed on a Bioanalyzer using the Hgh Sensitivity DNA kit (Agilent) or a Fragment Analyzer system (Agilent). Stranded input samples were prepared for all cell lines and time points in parallel with SCAR-seq samples. For more detailed information about SCAR-seq, please refer to the step-by-step protocol described in ref. ^82^.

#### Crosslinked SCAR-seq

The SCAR-seq protocol described above was adapted to a crosslinked setup to measure the relative binding of SUZ12 on sister chromatids. Samples for H3K27me3 were prepared in parallel as control. Cells were seeded in 15-cm dishes (4 × 10^6^ cells per dish) 2 d before EdU labeling and nuclei isolation. Four dishes were seeded per time point to get sufficient material for both H3K27me3 and SUZ12 samples. Cells were pulsed in an EdU-containing medium (10 μM; Jena Bioscience, CLK-N001-25) for 30 min and crosslinked with formaldehyde at room temperature for 10 min. Crosslinked cells were snap-frozen and stored at −80 °C. Fixation and nuclei isolation was performed using the truChIP chromatin shearing kit (Covaris, 520155) and a sonicated on a Covaris E220 evolution sonicator according to the manufacturer’s recommendations to obtain fragments of 100–500 bp. In total, 100 μg of chromatin was used for H3K27me3 samples and 200–400 μg of chromatin was used for SUZ12 samples. The initial ChIP reactions were set up in 2-ml tubes with 100 μg of chromatin and incubated with antibody in a total volume of 1.5 ml overnight (see Supplementary Table 2 for antibodies). Magnetic beads (Invitrogen Dynabeads Protein G; 30 μl beads for SUZ12 and 50 μl beads for H3K27me3 per 100 μg chromatin) were blocked with BSA overnight and added to the samples and incubated for at least 2 h. Samples were washed 3× with 1 ml of low-salt radio immunoprecipitation assay (RIPA) buffer and 3×/1× (H3K27me3/SUZ12) with 1 ml of high-salt RIPA buffer (5 min rotation in between washes). DNA was eluted in 100 μl of elution buffer (10 mM Tris–HCl (pH 8.0), 5 mM EDTA (pH 8.0), 150 mM NaCl, 1% SDS) by incubation at 65 °C, 1,200 r.p.m. for 30 min, treated with RNase and Proteinase K, decrosslinked and purified using the MinElute Reaction Cleanup kit (Qiagen, 28204). SUZ12 samples were combined during/after MinElute purification. Libraries were prepared using the KAPA Hyper Prep Kit (Roche). SUZ12, H3K27me3 and stranded input libraries were pooled for Click-iT, respectively, and afterward purified by double-sided size selection (0.56–0.85:1) with AMPure XP beads (Beckman Coulter, A63881). Click-iT reaction, streptavidin capture and strand separation were performed as described for native SCAR-seq above. Libraries were amplified in 8–9 PCR cycles for H3K27me3 and stranded input samples, as well as 11–12 PCR cycles for SUZ12 samples. Postamplification cleanup was performed for native SCAR-seq. For further details, see the step-by-step protocols given in ref. ^82^—collection of material, ChIP and library preparation followed the ChOR-seq protocol (except for the changes listed above), whereas Click-iT reaction, streptavidin capture and strand separation followed the native SCAR-seq protocol.

SCAR-seq samples were sequenced on a NextSeq500 instrument (Illumina). All samples are detailed in Supplementary Table 1. Data processing and analysis of SCAR-seq are detailed in the Supplementary Methods.

### Quantitative ChIP–seq

#### Native ChIP–seq

Native ChIP–seq was performed like native SCAR-seq described above, except for omitting EdU labeling and all associated steps for isolation of labeled DNA strands (that is, Click-iT, streptavidin capture and strand separation). Further adaptations of the protocol are described here. In total, 7–10 μg of mouse chromatin was used per sample and incubated with *Drosophila* chromatin (2–3% spike-in) and antibodies in a total volume of 300 μl overnight (see Supplementary Table 2 for antibodies). Libraries were amplified in four PCR cycles. ChIP inputs were prepared for all samples and replicates in parallel.

#### Crosslinked ChIP–seq

Crosslinked ChIP–seq was performed like crosslinked SCAR-seq described above, except for omitting EdU labeling and all associated steps for isolation of labeled DNA strands (that is, Click-iT, streptavidin capture and strand separation). Further adaptations of the protocol are described here. ChIP reactions were set up in 1.5-ml tubes with 50 μg of mouse chromatin and 1 μg of *Drosophila* chromatin (2% spike-in) and incubated with anti-SUZ12 antibody in a total volume of 1 ml (Supplementary Table 2 for antibodies). Two reactions were set up per cell line for a total of 100 μg starting material, and samples were combined after ChIP washes and decrosslinking during purification with a MinElute Reaction Cleanup kit (Qiagen, 28204) by loading the same column twice. A total of 30 μl of Invitrogen Dynabeads Protein G were added per 50 μg of chromatin. Libraries were amplified in seven PCR cycles. ChIP inputs were prepared for all samples and replicates in parallel.

Samples were sequenced on a NextSeq500 or NextSeq 2000 (Illumina). All samples are detailed in Supplementary Table 1. ChIP–seq data processing and analysis are detailed in the Supplementary Methods.

### MS of histone PTMs

Cells were seeded in 15-cm dishes (5 × 10^6^ cells per dish, one dish per cell line) and collected 2 d later by trypsinization and washing in PBS. Cell pellets (1 × 10^7^ cells) were snap-frozen and shipped on dry ice to EpiQMAx GmbH. Sample preparation and MS analysis were performed according to the EpiQMAx GmbH protocols. Briefly, acid-extracted histones were resuspended in Lämmli buffer and separated by a 14–20% gradient SDS–PAGE, stained with Coomassie (Brilliant blue G-250, 35081.01). Protein bands in the molecular weight range of histones (15–23 kDa) were excised as single band/fraction. Gel slices were destained in 50% acetonitrile/50 mM ammonium bicarbonate. Lysine residues were chemically modified by propionylation for 30 min at room temperature with 2.5% propionic anhydride (Sigma-Aldrich, 8.00608) in ammonium bicarbonate, pH 7.5. Subsequently, proteins were digested with 200 ng of trypsin (Promega, V5111) in 50 mM ammonium bicarbonate overnight and the supernatant was desalted by C18-Stagetips (reversed-phase resin) and carbon Top-Tips (Glygen, TT1CAR) according to the manufacturer’s instructions. After desalting, the eluent was speed vacuumed until dryness and stored at −20 °C until MS analysis.

#### Liquid chromatography-mass spectrometry (LC–MS) analysis of histone modifications

Peptides were resuspended in 17 μl of 0.1% Trifluoroacetic Acid (TFA). A total of 5.0 μl were injected into a nano-HPLC device (Thermo Fisher Scientific, UltimateNano3000) using a gradient from 4% solvent B to 90% solvent B (solvent A 0.1% Formic Acid (FA) in water, solvent B 80% Acetonitrile (ACN), 0.1% FA in water) over 90 min at a flow rate of 300 nl min^−1^ in a C18 Ultra-High Pressure Liquid chromatography (UHPLC) column (Thermo Fisher Scientific, 164534). Data were acquired in parallel-reaction monitoring (PRM)-positive mode using a Q Exactive HF spectrometer (Thermo Fisher Scientific) to identify and quantify specific N-terminal peptides of histone H3 and histone H4 proteins and their PTMs. One survey MS1 scan and nine MS2 acquisitions from the precursor m/z value in the inclusion list was performed. MS1 spectra were acquired in the m/z range 250–1,600 with a resolution of 30,000 at m/z 400 (AGC target of 3 × 10^6^). PRM spectra were acquired with resolution 15,000 to a target value of 2 × 10^5^, maximum injection time (IT) 60 ms, isolation 2 window 0.7 m/z and fragmented at 27% normalized collision energy. Typical mass spectrometric conditions were as follows: spray voltage, 1.5 kV; no sheath and auxiliary gas flow; heated capillary temperature, 250 °C. MS histone PTM analysis and quantification are detailed in the Supplementary Methods.

### RNA-seq

Total RNA was extracted from 5 × 10^6^ cells using RNeasy Plus Mini Kit (Qiagen, 74204) according to the manufacturer’s protocol, and gDNA was eliminated by treatment with the RNase-Free DNase Set (Qiagen, 79254). Quality of RNA was assessed using the 2100 Bioanalyzer RNA 6000 Nano kit (Agilent) or the Fragment Analyzer RNA kit (Agilent), all samples had RNA integrity number (RIN) > 8. Total RNA (500 ng) from each sample was depleted of rRNA using the NEBNext rRNA Depletion kit (NEB, E7405L). Strand-specific RNA libraries were prepared using the NEBNext Ultra Directional RNA Library Prep kit (NEB, E7765s), assessed on the Bioanalyzer High Sensitivity DNA kit (Agilent) or the Fragment Analyzer HS NGS kit to ensure good quality and sequenced paired-end on a NextSeq500 (76 bp) or NextSeq 2000 (100 bp; Illumina) in 2–6 biological replicates. All samples are detailed in Supplementary Table 1. RNA-seq data processing and analysis are detailed in the Supplementary Methods.

### Multiplexed scRNA-seq

For the multiplexed scRNA-seq, 1.5 × 10^5^ cells per six-well were seeded on 0.2% gelatin in serum/LIF medium. Cells were dissociated with TrypLE (Gibco, 10718463), resuspended in PBS + 0.04% BSA and passed through 100-μm cell strainer (pluriSelect, 43-10100-60) to obtain a homogeneous single-cell suspension. Samples were automatically counted (Logos Biosystems, LUNA-FX7) and evaluated for viability and homogeneity, and each sample was divided into two to increase the complexity of the cell multiplexing oligonucleotides in the final library. In total, 1 × 10^6^ cells were labeled with cell multiplexing oligonucleotides following the CellPlex kit (10X Genomics, PN-1000261) protocol. Labeled samples and technical repeats were evenly pooled and recounted reaching ~1,500 cells per μl with cell viability higher than 95% for loading at the chromium controller (10X Genomics). In total, 30,000 cells were loaded on one channel of the chromium Next GEM chip G (10X Genomics, PN-1000127) for the targeted recovery of 20,000 single cells. The multiplexed sample was processed using the Chromium Next GEM Single-Cell 3′ Reagent Kits v3.1 (Dual Index; 10X Genomics, PN-1000269). Both cDNA and final libraries' fragment sizes were determined for quality control using the fragment analyzer (Agilent). Final libraries were sequenced on the Illumina NovaSeq 6000 using the SP flow cell to reach 40,000 reads per cell. All samples are detailed in Supplementary Table 1. scRNA-seq data processing and analysis are detailed in the Supplementary Methods.

### Immunofluorescence

Cells and blastocysts were fixed for 10 min in 4% Paraformaldehyde (PFA;Sigma-Aldrich, 158127) at room temperature and stored in PBST (PBS with 0.3% Triton X-100). Primary antibodies were added at the appropriate concentration (Supplementary Table 2) in PBST with 5% donkey serum (Jackson ImmunoResearch, 017-000-121) and incubated overnight. Incubation was followed by three washes in PBS, and secondary antibodies were then added in PBST. Samples were incubated with the secondary antibody (Alexa Fluor, Molecular Probes) in the dark at room temperature for 3 h. After three washes, samples were stained with DAPI (1:10,000) in PBST. Staining of E6.5 embryos involved longer washes. They were blocked for at least 24 h, and primary antibodies were added overnight. Embryos were then washed overnight, and secondary antibodies were also incubated overnight. Cells and embryos were imaged in three dimensions using a Leica TCS SP8 confocal microscope. Images of cells following differentiation were acquired on a Leica AF6000 widefield microscope. Both Leica microscopes use the LASFX software (version 3.7.3.23245) for image acquisition.

### Flow cytometry

#### Cell cycle analysis

For pulse-chase experiments, cells were seeded in 6-cm dishes (3 × 10^5^ cells per dish) 3 d before EdU labeling and sample fixation. Cells were pulsed in EdU-containing media (10 μM; Jena Bioscience, CLK-N001-25) for 15 min. Dishes were pulsed in a staggered manner in groups of nine to ensure accurate labeling and chase times. Nascent samples were collected immediately (T0). Chase samples were washed once with PBS and incubated in a medium with thymidine (5 μM; Sigma-Aldrich, T1895) for 1, 2, 3, 4, 5, 6, 7 and 8 h (T1–T8). For nascent experiments (T0), cells were seeded in six-well plates (2.5 × 10^5^ cells per well) 2 d before EdU labeling and pulsed for 15 min. For collection, cells were trypsinized, washed in cold PBS, fixed in ethanol (100% of cold ethanol was added drop-wise to a final concentration of 70%, while vortexing samples at low speed) and stored at 4 °C for at least 1 h. Cells were permeabilized with 0.25% Triton X-100 in PBS for 10 min at room temperature. Then 5 × 10^5^ cells were resuspended in 200 μl Click-iT reaction mix with Alexa Fluor 647 azide (Invitrogen, C10340) and incubated for 30 min at room temperature, followed by DNA staining with propidium iodide (10 μg ml^−1^) or DAPI (0.25 μg ml^−1^) and simultaneous RNase A treatment (20 μg ml^−1^) for 30 min at room temperature. All washes were carried out with 1% BSA in PBS. Cells were analyzed on a BD FACS Calibur or LSR Fortessa flow cytometer (at least 10,000 cells were recorded per sample). Data were processed in FlowJo (version 10.7.1) using the gating strategy illustrated in Supplementary Fig. 1.

#### Differentiation

Flow cytometry analysis used conjugated antibodies at the concentrations indicated in Supplementary Table 2. Staining of live cells was done for 20 min at 4 °C in the dark in PBS containing 10% FCS. After washing, the final cell pellet was resuspended in PBS/FCS with DAPI (1:10,000) to exclude dead cells. Cells were analyzed using LSR Fortessa flow cytometer (BD Biosciences), using the FACSDiva (BD Biosciences, version 8) software. Plots were generated using FCS Express 6.0 (DeNovo Software, version 6.0), using the gating strategy illustrated in Supplementary Fig. 2.

### Chimera assays

For chimera assays WT 1, MCM2-2A 1, MCM2-2A 2, MCM2-R 1 and MCM2-R 2 cells were labeled with a randomly integrated constitutive CAG-driven H2B-mCherry fusion^83^. Around 20 clones were picked for each cell line, and one clone was selected based on its signal homogeneity and strength, which was analyzed using the LSR Fortessa flow cytometer (BD Biosciences). Injections were carried out by the Core Facility for Transgenic Mice. Mice were maintained in a 12-h light/12-h dark cycle in the designated facilities at the University of Copenhagen, Denmark, with 52% humidity at 22 °C, and air in the room was changed 8–10 times per hour, according to Danish regulations for animal experiments. Eight C57BL/6NRj female mice (4 weeks) underwent superovulation to obtain morulae by intraperitoneal injection (IP) of 5 IU Pregnant Mare Serum Gonadotropin (PMSG;Sigma-Aldrich) per female and IP injection of 5 IU Human chorionic gonadotropin (hCG; Chorulon, Intervet) 47 h later, followed by overnight mating with C57Bl/6NRj stud males. The following morning, females were monitored for copulation plug formation. Embryos were considered E0.5 on the day of plug detection. Live morulae (E2.5) were cultured in EmbryoMax KSOM (Sigma-Aldrich, MR-121) and 1 or 4 H2B-mCherry WT or MCM2-2A ESCs were injected to the morulae and resultant embryos were cultured ex vivo in KOSM microdrops covered with mineral oil (Nidacon, NidOil). Embryos were either cultured for 3 d in vitro to the equivalent of E4.5 in vivo or transferred to RjOrl:SWISS pseudopregnant CD1 females (*n* = 20, CD1 females for single-cell injections and *n* = 12 four-cell injection, 8–13 weeks old) for further development. Embryos were collected at E6.5. Animal work was carried out in accordance with European legislation. All work was authorized by and carried out under Project License 2018-15-0201-01520 issued by the Danish Regulatory Authority.

### Statistics and reproducibility

ChIP–seq and SCAR-seq experiments were conducted with at least two biological replicates, RNA-seq with at least three biological replicates or two if multiple clones with similar conditions were tested, in accordance with ENCODE guidelines. No statistical method was used to predetermine the sample size of experiments. No data were excluded from the analysis. The experiments were not randomized, and investigators were not blinded to allocation during experiments and outcome assessment. The statistical tests and number of independent experiments (*n*) are indicated in the figure legends. *P* values were corrected for multiple comparisons (FDR) using the Benjamini–Hochberg method. Bar plots and dot plots represent the mean ± s.d. Box plots display median as a line, with boxes representing the first and third quartiles. Whiskers extend 1.5× interquartile range.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-023-01476-x.

## Supplementary information

Supplementary Information Supplementary Methods, Supplementary Figs. 1 and 2. Supplementary Tables 1–3 and Supplementary References.

Reporting Summary

Supplementary Table 1 Sequencing data generated in this study.

## Data Availability

Sequence data produced in this study have been deposited in NCBI GEO with the accession code GSE154391. Proteomic data produced in this study have been deposited in ProteomeXchange with the accession codes PXD020326 and PXD030364. We reanalyzed the following mouse ESC publicly available sequencing datasets: H2AK119ub1 (GSE132752: GSM3891343 and GSM3891344, inputs GSM3891350, GSM3891351); H3K27me1 and H3K27me2 (GSE127117: GSM3625691 and GSM3625689, input GSM3625706); H3K36me2 (GSE126864: SRR8601997, SRR86019978, SRR86019979, inputs SRR8602003, SRR8602004, SRR8602005); H3K36me3 (ENCODE: GSM6373350 and GSM6373351, inputs GSM4051038, GSM4051039); SUZ12-KO RNA-seq (GSE127804); SETDB1-KO RNA-seq (BioProject PRJNA544540) and SUV39H1/2-dKO RNA-seq (GSE57092). For genome annotations, we used GENCODE vM23 (https://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_mouse/release_M23/gencode.vM23.annotation.gtf.gz). For repeat analysis, we used the subfamily annotations (https://labshare.cshl.edu/shares/mhammelllab/www-data/TEtranscripts/TE_GTF/GRCm38_GENCODE_rmsk_TE.gtf.gz). For SCAR-seq analysis, we used mESC Okazaki fragment sequencing initiation zones^14^ (GSM3290342). For GSEA analysis, we used 2C-like gene list from ref. ^84^. Source data are provided with this paper.

## Source data

Source Data Fig. 2 Statistical source.
Source Data Fig. 4 Statistical source.
Source Data Fig. 6 Statistical source.
Source Data Extended Data Fig. 1 Statistical source.
Source Data Extended Data Fig. 4 Statistical source.
Source Data Extended Data Fig. 6 Statistical source.
Source Data Extended Data Fig. 8 Unprocessed western blots.
Source Data Extended Data Fig. 8 Statistical source.
Source Data Extended Data Fig. 9 Statistical source.
Source Data Extended Data Fig. 10 Statistical source.

How the deposited data were processed for this re-analysis (not part of the article)

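The authors deposited 3 tables of raw counts (rescue, POLE4 and clone experiments), each with 55335 gene rows and 1146 repeat subfamily rows. Per the sample labels, reads were trimmed with Trimmomatic 0.39 and aligned to mm10 with STAR 2.7.1a before the counts were made, and the labels of the POLE4 and clone experiments add featureCounts. The counts were used as deposited, and reads were not realigned. Of 68 columns 65 were tied to samples through their titles and the paper's supplementary table. The MCM2-R#2 group rests on that table: the sample labels of its 4 libraries give a wild-type genotype and another line number than the columns and the table do. These libraries share the low chromosome 6 stretch and chromosome Y genes with MCM2-2A#2. The other 3 columns of the clone table carry a line number that belongs to no sample and are not used. The paper names GENCODE vM23. The annotation used here for symbols and positions is vM21, which holds 55154 of the gene rows, and the other 181 are shown by identifier.

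Libraries were scaled by TMM factors computed from gene counts alone, so that repeats cannot set their own scale, and CPM are edgeR counts scaled by these library sizes. Features with low counts were left out with filterByExpr (min.count 10, min.total.count 15). Log2 values for the pairing check use a prior count of 2. Genes and repeat subfamilies were fitted together with edgeR quasi-likelihood tests and adjusted separately (Benjamini-Hochberg). A feature is called at an adjusted p below 0.01 and an absolute log2 fold change above 0.58, the limits of the paper. SE is the log2 fold change divided by the square root of its F statistic. Common dispersions were 0.0109 (rescue), 0.0578 (clones) and 0.0106 (POLE4). Versions: R 4.3.3, edgeR 4.0.16, limma 3.58.1, statmod 1.5.0, DESeq2 1.42.0, data.table 1.17.8.

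Groups: in the rescue experiment the culture is the unit (4 per line) and technical runs of a culture were summed. The counts of the paired runs of a culture differ by more than sampling (chi-square per degree of freedom 18.3 and 13.7, against 6.08 to 10.9 between cultures). The second run holds WT#1 cultures 3 and 4 and MCM2-2A#2 cultures 3 and 4, in part or in whole, and no culture of MCM2-R#2, so the comparisons with MCM2-R#2 are partly confounded with the run, and a fit with the run as a covariate is given in the closing section. In the clone experiment libraries were summed per clone and batch, with batch as a covariate. In the POLE4 experiment the 3 knockout clones were fitted as separate groups, and their mean was compared with WT#1. Whether replicate numbers mark pairs was checked with correlations of residuals between groups: in the rescue experiment 5 of 12 same-number pairs of libraries exceed 0.1, as do 9 of 36 other pairs, so the main fit has no block. Among POLE4-KO clones 9 of 9 same-number pairs exceed 0.1 and 0 of 18 others, but the WT#1 columns carry no matching number. In the August clones, with 2 libraries each, residuals mirror each other, so pairs of other numbers are no comparison, and same-number correlations run from -0.046 to 0.565.

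Gene lists were fixed before the data were examined: 2CLC, naive pluripotency, lineage priming, primitive endoderm, trophectoderm, germline and meiosis, Polycomb target developmental regulators, imprinted, interferon response, p53 response, replication-dependent histones, replisome and parental histone recycling, Polycomb and heterochromatin enzymes, fibroblast markers, neural differentiation markers, mesoderm and cardiac markers, RNA quality and nuclear RNA, and the repeat lists MERVL, IAP, ETn and young L1. The lists are not independent of the paper. Some members, among them genes of the primitive endoderm, Polycomb target and mesoderm lists, are labelled in Fig. 4d, which shows expression changes of the rescue experiment. List tests and counts of called members in that experiment are therefore partly circular. Lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and members were also adjusted over the list alone. Named genes are those in the paper's text, the labels legible in Fig. 4d, the repeats labelled in Figs. 3c, 3d and 4g, the largest changes and called list members.

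The tests were run on simulated data made from the tables: with log2 changes of size 2 in 100 genes, 96 were called in the clone experiment, and none was called in the wrong direction in any experiment. A set of 40 shifted genes gave a camera p of 3.6e-119 (5.3e-10 with an estimated correlation) and a set of unchanged genes 0.787 (0.758). A scan for runs of genes with a common change found 24 of 25 genes that had been set to 50%.

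The alternatives set before the data were examined were DESeq2, other scaling factors, other filters and limits, glmTreat, single technical runs, a replicate block, leaving out each library or clone, single libraries as units, single batches, voom with a random clone effect, and other gene sets for the correlation. Others were added afterwards and are named as such in the closing section. The paper's ChIP-seq, SCAR-seq and single-cell data are not used here, since the processed files at hand for this work are the RNA counts. Results of a few genes are not reported here, though counts and list tests include them.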

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

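The tests of the stretch near Mcm2, of the rest of chromosome 6, of chromosome Y, of the remaining genes elsewhere, of the called repeats in other clones, of other splits of the clones and of genomic DNA in the POLE4 libraries were chosen after the results were seen, and the others before the data were examined.

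Repeat subfamilies as a whole lay above WT#1 in MCM2-2A#2 (median 0.21) and in POLE4-KO (median 0.52), which could come from genomic DNA or unspliced RNA, from scaling by genes, or from the clone. In MCM2-2A#2 the median of SINE and DNA subfamilies minus that of LTR subfamilies was -0.0574 (SE 0.0116 over subfamilies). Carry-over of DNA as the whole source predicts no less in SINE and DNA elements than in LTR elements. The SE takes subfamilies as independent, so the gap is not shown to exceed its real spread. Carry-over therefore stays open, also for the part common to all classes. Scaling stays open, since the scalings tried hardly moved the median (0.199 to 0.245) and so do not test it. A property of the clone stays open for the whole class. The other clones had a median of 0.0452, above 0 by more than 2 standard errors over subfamilies (SE of the mean 0.00785), but these take subfamilies as independent, and 24 of 100 splits of the same clones, the real one included, give a median as high (up to 0.153). Of the 18 subfamilies that are called, 100% were higher in the other clones, against 67.3% of all 879 with a shared sign. Their median was 0.669 there and 0.790 in MCM2-2A#2. The count takes subfamilies as independent, and edgeR called 0 of 1028 repeats in the other clones. A property of this clone alone is therefore less likely for these 18, but it is not excluded. In POLE4-KO the same class difference was 0.0495, so genomic DNA or unspliced RNA may contribute there.

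Log2 fold changes of POLE4-KO and MCM2-2A correlate across genes (0.397 over the 95 genes called in the clones), which could reflect histone recycling, the shared WT#1 control or a general difference between edited clones and WT#1. The shared control is not sufficient, since without WT#1 the correlation over all genes is 0.358. A general difference may contribute: the other WT clones minus WT#1, in August, correlate with POLE4-KO at 0.467 over all genes and 0.238 over the 95. Without WT#1 among the MCM2-2A controls the correlation over the 95 genes, which were chosen with WT#1 in the fit, stays at 0.393. The other WT clones are then the controls, so a difference they share equally with edited clones is not the whole of the correlation. A difference found only in edited clones is not tested by this and stays open.

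Of the genes called in MCM2-2A#2, 37 are also called in MCM2-R#2, which could reflect a lasting effect of the mutation, a changed chromosome or a lost stretch. Chromosome 6, with 19 of them, differs from all genes by 0.00692, and its genes outside the stretch have a median of 0.0122, so gain or loss of the whole of it is excluded. Loss of chromosome Y is not excluded for the other 4 of the 5 genes there, but Eif2s3y is called higher in MCM2-R#2 than in MCM2-2A#2 (by 1.40, adjusted p = 1.9e-04; -1.19 and -2.59 over WT#1), which a loss kept in MCM2-R#2 would not give: its single-copy genes have a median of -3.44 in MCM2-2A#2, -3.47 in MCM2-R#2 and -3.474 in the January libraries of MCM2-2A#2, and -2.79 to -0.172 in the other MCM2-2A clones. For the 17 genes from Mcm2 to Slc6a6 loss of 1 copy is likely: the January libraries of MCM2-2A#2 show -0.958 for the stretch and the lowest other MCM2-2A clone -0.132. Another contribution is not excluded for Mcm2, Tpra1 and Chchd6, which also lie lower in the other clones (-0.46, -0.40 and -0.32). In the other clones 83.3% of all the genes share their sign (10 of 16 on the stretch, 5 of 5 on chromosome Y and 15 of 15 elsewhere). Among the 15 elsewhere H19 (1.25 and -1.28) and Mest (-1.40 and 1.01) are called in opposite directions in MCM2-2A#2 and MCM2-R#2, so a change that is kept is excluded for these 2. For the others an effect of the mutation and clone history cannot be told apart, since the sign is shared but the median change in the other clones, over the 15, is 0.161 of that in MCM2-2A#2.

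Between the 3 POLE4-KO clones 5257 genes and 93 repeat subfamilies differ (edgeR). On chromosome 6 from Mcm2 to Slc6a6 27 genes are lower in both MCM2-2A#2 and MCM2-R#2. On chromosome Y 5 genes (Ddx3y, Uty, Eif2s3y, Uba1y, Zfy1) are called lower in both. On chromosome 14, 144 of 221 genes from 47 to 70 Mb are called lower in POLE4-KO#2 and 59 of 123 genes from 70 to 122 Mb higher in POLE4-KO#1. Clones of high and low chromosome 14 signal (9 and 8 units) differ at 796 genes. Of 53 replication-dependent histone genes 1 lies above WT#1 in MCM2-2A#2.

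By Dixon's test 45 of 573 groups hold a stray value, where chance alone gives about 1 in 20, and 43 of the 45 are listed here. In the rescue experiment, high values (CPM) are Fkbp6 4.25, Zrsr1 29.6 (MCM2-R#2 culture 4), Igsf23 7.58, Foxa1 1.42 (WT#1 culture 2), Kctd15 11.1 (MCM2-2A#2 culture 4), Plekhh1 37.0 and Mageb16 17.4 (MCM2-R#2 culture 3). Low values are T 2.72 (WT#1 culture 2), Alppl2 0.124 (WT#1 culture 4), Pou3f1 18.1 (MCM2-2A#2 culture 1), Nkx2-9 4.57 (MCM2-2A#2 culture 3), Utf1 270.8 (MCM2-R#2 culture 2), and Gata4 2.09 (MCM2-R#2 culture 4). Among repeats they are MLTR31D_MM 0.954, ORR1A1-int 26.3 and RLTR44-int 1.75 (WT#1 culture 3) and RLTR13E 6.97 (MCM2-2A#2 culture 1).

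In the clone experiment stray values (CPM, August unless stated) fall on MCM2-2A#8 for Rragd 19.9, Hoxa13 0.904, Plekhh1 58.0, Fbp1 0.853, Pou5f1 884, Lama1 283 and Klhl13 54.6, on WT#6 for Sp110 0.119, Bahcc1 80.5, Lama1 213 and RLTR4_MM-int 95.6, on WT#7 for Serpina3m 1.09, MMERGLN-int 287 and MMERGLN_LTR 20.5, and on WT#4 for Col6a3 0.630, Gm4064 0.218 and Gm21704 0.315. The others are Actc1 10.4 (WT#1), Aass 24.3 (MCM2-2A#5), Rhox6 2.40 (WT#8), Sp110 2.78 (MCM2-2A#2, January), Hist4h4 128.6 and ORR1F 35.2 (WT#1, March), and RLTR1B 47.3 and RLTR45 16.0 (MCM2-2A#3, March). The summed count of WT#1 in March, 158711000, is the highest of its group.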

How the results depend on the processing

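Alternatives marked as added were chosen after seeing the data, and the others before. Limits: each line of the rescue and POLE4 experiments is 1 clone, the clone experiment joins its batches mainly through WT#1, and counts of calls near the limits follow the settings more than the direction of any named gene does. All 420 pairs of named feature and comparison were refitted with DESeq2 and with RLE factors and 125 of them with a replicate block. Of these 965 refitted values 932 kept their state, called or not, 14 lost a call, 19 gained one and 0 turned direction. In the fits that leave out a culture, clone or library, 29 of 101 called named features of the rescue experiment, 33 of 38 of the clones and 61 of 161 of POLE4-KO lose their call at least once. In the rescue experiment 234 of 472 genes and 11 of 18 repeat subfamilies are called in all 12 fits that leave out a culture, in the clones 20 of 158 genes in all 15 fits, while each of the 4 repeats is lost in at least 1, and in POLE4-KO 533 of 968 genes and 49 of 180 repeats. The January libraries alone were not run, since no WT library of that batch is used, and the test of genotype by batch ran on 33 libraries. The cause of these shifts was not tested.

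Limits of a call. An adjusted p below 0.05 without a size limit gives 2394 genes in MCM2-2A#2, 108 in MCM2-R#2, 1461 between MCM2-R#2 and MCM2-2A#2, 68 repeats, 96.6% of genes not called in MCM2-R#2, 935 genes and 15 repeats in the clones, and 3672 genes and 522 repeats in POLE4-KO. A glmTreat test against 0.58 gives, in that order, 86, 21, 40, 4, 83.7%, 25, 0, 199 and 2.

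Filter and test. Without a filter 792, 87 and 584 genes are called in the rescue comparisons, and a filter of 10 counts leaves 91 genes in the clones. DESeq2 calls 387 genes between MCM2-R#2 and MCM2-2A#2 and 498 genes and 15 repeats in the clones. Added: DESeq2 with its own filtering calls 79 genes in MCM2-R#2 and 390 between MCM2-R#2 and MCM2-2A#2, and on 14 libraries without summing 850, 84 and 427 genes and 34 repeats.

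Samples in the fit. With runs numbered 1 only, which leaves 3 cultures each of WT#1 and MCM2-2A#2, 303 genes are called in MCM2-2A#2 (added: 426 with 1 run of every culture), and with only the compared lines 147 between MCM2-R#2 and MCM2-2A#2. Without single cultures the count ranges from 288 (without MCM2-2A#2 culture 2; 301 without culture 1) to 516 in MCM2-2A#2, from 117 (without MCM2-2A#2 culture 1; 119 without its culture 2, 130 and 121 without MCM2-R#2 culture 1 and 2) to 273 between MCM2-R#2 and MCM2-2A#2, from 11 (without WT#1 culture 3) to 22 for repeats, and from 88.5% (without MCM2-2A#2 culture 2) to 93.6% for the share not called in MCM2-R#2. With a replicate block 628, 60 and 320 genes and 21 repeats are called. Numbers pair the cultures in part: between MCM2-2A#2 and WT#1 the same-number correlations are 0.018, 0.541, 0.558 and 0.375, and 2 of 4 cultures of MCM2-2A#2 correlate best with their own number, while with MCM2-R#2 1 of 4 same-number pairs exceeds 0.1 for either line. Added: with the share of the second run as a covariate 511, 49 and 318 genes and 17 repeats are called, and 93.2% of genes and 94.1% of repeats are not called in MCM2-R#2. In the POLE4 experiment the WT#1 columns carry no matching number, so no block was fitted against WT#1. Added: among the knockout libraries alone 4906 genes and 87 repeats differ between the clones, and 7584 and 299 with a replicate block.

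Definition of rescue. A call back gives 33.9% of genes and 44.4% of repeats, and a remainder of less than 50% gives 73.3% of genes. Added: without the chromosome 6 stretch and chromosome Y 97.1% are not called in MCM2-R#2, and 25 genes are called there.

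Clones. August alone, where each clone is 1 unit, gives 47 genes and 2 repeats. Added: voom on the 17 units gives 161 and 5, and 133 and 5 with a random clone effect. Single libraries as units give 998 genes and 20 repeats, with a replicate block 1092 and 20, and voom with a random clone effect 404 and 11. March alone gives 31 genes, no batch term 254 and 11, and leaving out WT#1 and MCM2-2A#2 5 and 0. Without single clones the counts range from 26 (without WT#1) to 170 genes (101, 83, 84, 91 and 77 without MCM2-2A#3 to #7, 104 and 91 without WT#2 and WT#3) and from 0 (without WT#1) to 9 repeats (without MCM2-2A#8; 2 without MCM2-2A#6 or #7, 7 without WT#6). Added: the chromosome 14 state as a covariate gives 239 and 8. Counting only genes also called, 0.862% of the rescue calls recur in the other clones.

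POLE4-KO. As 1 group the knockout libraries give 23 genes and 46 repeats, and single clones 1941, 1904 and (rounded) 5.0e+02 genes and 24, 472 and 70 repeats. Without single libraries repeats range from 64 (without the second WT#1 library) to 235. Added: without POLE4-KO#1 339 repeats are called and without POLE4-KO#2 39. The correlation with MCM2-2A is 0.841 over genes past 0.58 in both, 0.704 over genes called in either, 0.660 in both and (added) 0.568 without POLE4-KO#1. Over the 10 alternatives, added ones included, it runs from 0.295 to 0.841.

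Lists. Of 51 list tests in the main comparisons 26 have a camera adjusted p below 0.01, and 4 with an estimated correlation. With a replicate block in the rescue experiment 12 2CLC genes are called in place of 6.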

Differences from the paper's values

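The comparisons with DESeq2 on unsummed libraries were chosen after seeing the values, and all others before the data were examined.

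The paper reports 800 differentially expressed genes in MCM2-2A#2, and edgeR calls 472 here. Settings chosen beforehand that come within 1.5 times of the paper's value are no low-count filter (792), a replicate block (628) and DESeq2 (622), and the other 21 settings, the main one among them, do not. Added after seeing the values, DESeq2 on 14 libraries with its own filtering calls 850. Which of the paper's own genes these settings drop cannot be told, since its list of genes is not used here. Of the fits that leave out a culture, the one without MCM2-2A#2 culture 2 moves the count furthest, to 288.

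For rescued genes the paper gives 747, and 435 are found here. The same settings come within 1.5 times (740 without a filter, 587 with a replicate block, 572 with DESeq2). The share is 93% in the paper and 92.2% here, and 83.7% to 96.6% in the other settings chosen beforehand that keep this definition. By other definitions it is 73.3% (less than 50% of the change kept) and 33.9% (called back). How the paper defines rescue is not given in the text at hand, and a gene counts as rescued here when it is not called in MCM2-R#2 against WT#1.

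The paper reports 32 upregulated repeat subfamilies, all rescued, and 18 are called here, none of them called in MCM2-R#2. Settings chosen beforehand within 1.5 times are no filter (25) and leaving out MCM2-2A#2 culture 3 (22), and DESeq2 on 14 libraries, added, calls 34. Without WT#1 culture 3 the count is 11.

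For the correlation of POLE4-KO and MCM2-2A the value here, 0.397 over the 95 genes called in the clone experiment, is near the value in the figure (0.39). Which genes the figure uses is not stated in the text at hand, so the sets may be unlike and the agreement may depend on the set. A correlation is taken as close within its standard error, and not within 1.5 times as the counts are. The fit without WT#1 is close (0.393), and 6 other gene sets or comparisons are not, such as all genes tested (0.466) and genes called in either mutant (0.704).

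Of the 36 genes labelled in Fig. 4d, 20 are called higher, 13 lower and 3 not called (Fxyd6, whose change of -0.58 is just short of the limit, Zeb2 and Nog). Of 23 labelled repeats 14 are called higher and 9 not called, among them MERVL-int, L1Md_F and ETnERV3-int, the last of these below WT#1 (-0.72). Zscan4 genes, named by the paper among the upregulated genes near repeats, are above WT#1 in MCM2-2A#2 but are not called.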

Other observations

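The tests of repeat reads in 2CLC genes and of other cell types were planned before the data were examined. The use of all tested 2CLC genes in place of the called ones, the comparison of each POLE4 line with the others, the splits that keep the units of a clone together and the look at chromosome 14 were chosen after the results were seen.

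Of 53 replication-dependent histone genes, which package newly made DNA, 1 is above WT#1 in MCM2-2A#2, with a median of -0.22 (camera adjusted p = 2.1e-15, and adjusted p = 0.11 with an estimated correlation, with 1 lower adjusted over the list alone). In the clones the median of 51 genes is -0.27 and Hist4h4 is called lower (-0.60, SE 0.11, edgeR adjusted p = 0.0057). In POLE4-KO 5 of 53 are called lower, such as the H4 gene Hist2h4 (-0.78), with a median of -0.39. In MCM2-R#2 the median is -0.12.

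Of 30 imprinted genes in MCM2-2A#2 2 are called higher (the RNA gene H19 and the splicing gene Zrsr1) and 4 lower (the RNA genes Rian and Peg13, the hydrolase Mest and the translation regulator Impact), with a median of -0.07 (camera adjusted p = 0.016). In MCM2-R#2 3 are called higher and 5 lower against WT#1, and in POLE4-KO 8 and 3, including H19 (2.94) and Igf2 (-0.74), a growth factor.

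The p53 response list has 26 of 28 genes above WT#1 in MCM2-2A#2, with Pmaip1, a pro-apoptotic gene, called higher (0.83, SE 0.11, edgeR adjusted p = 3.4e-04) and a median of 0.31 (camera adjusted p = 1.5e-05, and adjusted p = 0.38 with an estimated correlation, with 1 adjusted over the list alone). POLE4-KO has 3 called higher (Ccng1, Mdm2, Trp53inp1) and a median of 0.30. Of 24 interferon genes Xaf1 is called higher and the RNA sensor Oas1a lower in MCM2-2A#2 (camera adjusted p = 0.12), and in POLE4-KO 5 are called lower, led by the GTPase Gbp2 (-1.89).

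Of 34 replisome and histone recycling genes Mcm2 alone is called in MCM2-2A#2 (median 0.04, camera adjusted p = 0.88), and Pole4 alone in POLE4-KO. The 43 Polycomb and heterochromatin enzymes have a median of -0.04 in MCM2-2A#2 (camera adjusted p = 0.56), and in POLE4-KO the Polycomb cofactor Phf19 is called higher (0.72) and the DNA methyltransferase Dnmt3a lower (-0.70). RNA quality and nuclear RNAs have a median of 0.11 in MCM2-2A#2 (camera adjusted p = 0.12).

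Reads of repeats counted into 2CLC genes could raise that list. The 6 called 2CLC genes, used in the planned test, have a median of 1.10 against 0.62 for MERVL-int. A call itself requires a change above 0.58, so that median is high by selection and does not decide the question. The 40 tested 2CLC genes have a median of 0.755, a difference of 0.138 (SE 0.179) from MERVL-int, so this stays open. Cells of another type could raise primitive endoderm genes, but the lowest median among the lists of other types is -0.350, so a general admixture is unlikely, while primitive endoderm cells arising in the cultures are not excluded.

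Whether the counts could arise by chance was tested by refitting other splits of the same libraries. In the rescue experiment 1 of 35 splits, the real one, calls as many genes in each comparison: 466 against at most 0 for MCM2-2A#2 and WT#1, 41 against 0 for MCM2-R#2 and WT#1, 147 against 2 for MCM2-R#2 and MCM2-2A#2, and 19 repeats against 0. In the clones 2 of 100 splits reach the real 158 genes, the other being a split with 692 that separates high and low chromosome 14, which points to sample structure. For the 4 repeats 1 of 100 does, with 0 the highest other. In 100 drawn splits that keep both units of a clone together the real one alone reaches 158 genes and 4 repeats, and the highest others are 8 and 2, but the split with 692 also keeps them together and was not among those drawn. Chance can be excluded for the rescue counts among cultures of these lines. For the repeats called higher in the clones these splits exclude it too, but not the structure of the samples, since grouping the units by chromosome 14 (below) calls 10 repeats in either direction. In the POLE4 experiment each line was compared with the mean of the other 3, and these 4 splits are too few for a share under 0.05. The real one gives 968 genes and 180 repeats called higher, and the highest other 2043 genes and 21 repeats. All 4 of the splits reach 968 genes and 1 of the 4 reaches 180 repeats.

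From 47 to 70 Mb of chromosome 14 the clones fall into groups of high and low RNA (4 WT units each, and 5 and 4 MCM2-2A units), with a median difference of 0.90 over 311 genes. Of the 796 genes called between the groups 597 lie on other chromosomes. With this state as a covariate the clone comparison calls 239 genes, 157 of them also called without it.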
